# Localized molecular chaperone synthesis maintains neuronal dendrite proteostasis

**DOI:** 10.21203/rs.3.rs-3673702/v1

**Published:** 2023-12-11

**Authors:** Maria Vera Ugalde, Célia Alecki, Javeria Rizwan, Phuong Le, Suleima Jacob-Tomas, Jia Ming Xu, Sandra Minotti, Tad Wu, Heather Durham, Gene Yeo

**Keywords:** Neuron, mRNA, protein homeostasis, dendrite, localized translation, neurodegeneration, heat shock protein, single-molecule fluorescence microscopy, amyotrophic lateral sclerosis

## Abstract

Proteostasis is maintained through regulated protein synthesis and degradation and chaperone-assisted protein folding. However, this is challenging in neuronal projections because of their polarized morphology and constant synaptic proteome remodeling. Using high-resolution fluorescence microscopy, we discovered that neurons localize a subset of chaperone mRNAs to their dendrites and use microtubule-based transport to increase this asymmetric localization following proteotoxic stress. The most abundant dendritic chaperone mRNA encodes a constitutive heat shock protein 70 family member (HSPA8). Proteotoxic stress also enhanced *HSPA8* mRNA translation efficiency in dendrites. Stress-mediated *HSPA8* mRNA localization to the dendrites was impaired by depleting fused in sarcoma—an amyotrophic lateral sclerosis-related protein—in cultured mouse motor neurons and expressing a pathogenic variant of heterogenous nuclear ribonucleoprotein A2/B1 in neurons derived from human induced pluripotent stem cells. These results reveal a crucial and unexpected neuronal stress response in which RNA-binding proteins increase the dendritic localization of *HSPA8* mRNA to maintain proteostasis and prevent neurodegeneration.

## Introduction

Cells have developed intricate mechanisms to maintain proteostasis—that is, to ensure that proteins are synthesized, folded, and degraded as needed. This is particularly challenging for neurons, because their complex polarized morphology includes projections that can span long distances and require constant proteome adjustments to respond to neuronal stimuli ^1–7^. Neuronal activity remodels the axonal terminal proteome ^8–10^. Likewise, stimulating individual dendritic spines triggers unique proteome changes independently from other spines ^11–14^. Neurons remodel local proteomes through the targeted distribution and regulation of the protein synthesis and degradation machinery (*e.g*., the proteasome and autophagy system to degrade damaged and unnecessary proteins) ^15–20^. Neurons ensure timely and efficient protein synthesis through an at-a-distance expression mechanism that relies on localizing specific mRNAs and regulating their stability and translation ^12,21–26^. Thus, neurons tightly regulate the distribution of proteins enriched in axons, dendrites, and synapses by localizing their mRNAs and necessary translation factors to these regions while retaining other mRNAs in the soma ^24,27–30^. Axon- and dendrite-targeted mRNAs contain specific sequence/structure motifs zip codes) recognized by particular RNA binding proteins (RBPs) ^31,32^. Selective interactions between RBPs and motors form unique complexes or neuronal granules ^33–38^, which move mRNAs in both directions by anchoring them to microtubule motors (dynein and kinesins) or membranous organelles for active transport to axons and dendrites ^24,27,39,40^. Some RBPs also prevent mRNA translation during transport and derepress translation in response to local synaptic stimuli ^41–43^.

Successful protein synthesis and targeted degradation require the chaperoning function of heat shock proteins (HSPs). HSPs facilitate the folding of newly synthesized polypeptides into their functional three-dimensional conformations, and subsequently sequester or refold proteins that take on abnormal conformations, preventing aggregation and aberrant interactions in the crowded intracellular environment ^44–47^. Multiple HSPs load onto a misfolded substrate and perform several refolding cycles to restore proper conformation and sustain proteostasis ^48^. HSPs are grouped into families based on their molecular weights ^45,49^. The HSP60, HSP70, and HSP90 families actively promote protein folding in all cell types ^50–52^, and their functions are modulated by diverse co-chaperones ^53–56^. They also cooperate with small HSPs (sHSPs) ^52,53,57^ and HSP110 ^58^ to prevent and resolve misfolded protein aggregation and target misfolded proteins for degradation ^59–62^. Accordingly, subsets of them localize prominently to the dendrites and axons in diverse neuronal types ^63–66^. Intriguingly, neurons subjected to proteotoxic stress have elevated levels of HSP70 and DNAJ (HSP40) family members in their dendrites and synapses ^63,67–69.^

The mechanism underlying HSP subcellular distribution in neurons represents a major knowledge gap. Most studies on induced HSP expression have investigated their upregulation by the transcription factor heat shock factor 1 (HSF1) ^47,70–73^. Recently, mRNAs encoding HSPA8 and HSP90AA were identified in the dendritic transcriptome under basal conditions ^74^. Here, we report that neurons increase the transport and local translation of a subset of HSP mRNAs in the dendrites in response to proteotoxic stress. Combining high-resolution fluorescence microscopy and molecular biology, we characterized changes in the subcellular localization of HSP mRNAs in primary hippocampal and motor neurons subjected to different proteotoxic insults. Fused in sarcoma (FUS) and heterogenous nuclear ribonucleoprotein A2/B1 (HNRNPA2B1), both implicated in amyotrophic lateral sclerosis (ALS), were identified as important regulators of the subcellular distribution of the constitutive HSP70 mRNA, HSPA8, and their actions were essential for dendritic proteostasis during stress.

## Results

### Hippocampal neurons alter HSP mRNA distributions upon stress

To study how neurons tailor HSP expression to proteostatic demands, we subjected cultures of primary mouse hippocampal neurons to proteotoxic stress by inhibiting the proteasome. These cultures faithfully recapitulate the regulation of mRNA localization and translation in response to neuronal stimuli and the activation of HSP transcription upon stress ^12,75–78^. Dissociated cultures of hippocampi from postnatal day 0 mouse pups differentiate to express features of their mature *in situ* counterparts by day 17. Treatment with the proteasome inhibitor MG132 results in the accumulation of misfolded proteins and protein quality failure—prominent hallmarks of neurodegenerative disorders ^79^. To study MG132-induced changes in subcellular mRNA localization, we isolated the total RNA from somas and projections separately harvested from neurons cultured in Transwell membrane filter inserts ^80^ (Fig. 1a). 

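RNA-Seq covered 4 groups of mouse hippocampal cultures, Ctrl somas, Ctrl neurites, MG132 somas and MG132 neurites, with 3 libraries in each. A Transwell insert is a cup with a porous membrane. Somas stay on its upper face, while neurites, which comprise axons and dendrites, grow through the pores, so that each fraction can be lysed on its own. Glial marker genes were also measured in both fractions, whose RNA was not separated by cell type. MG132 blocks the proteasome, and the Ctrl cultures received its solvent, DMSO. The libraries were made by polyA capture. According to the Methods, the authors trimmed the reads with Trimmomatic, aligned them as single-end reads to the mouse genome (mm10) with STAR, and counted the reads on each gene with featureCounts at default parameters. The deposited values are whole-number counts, without normalization, for genes listed by Entrez identifier. A gene symbol was found for 25275 of these genes, or 93.0%. The reads counted on genes ranged from 6799464 to 10052321 per library in Ctrl somas, with a median of 7717547, and from 5750510 to 9460135 in Ctrl neurites, with a median of 6791918. They ranged from 4247610 to 18411436 in MG132 somas, with a median of 7965954, and from 6545752 to 22166347 in MG132 neurites, with a median of 9937186. Counts were normalized for library size by edgeR's TMM method and are given as CPM (counts scaled to the size of the library), with the mean ± SD of the 3 libraries of a group. A single gene without a symbol, Entrez100861531, took between 12.4% and 33.4% of a library's counts, and mitochondrial genes took between 9.78% and 29.2%. TMM factors ranged from 0.567 to 1.44. After genes with low counts were left out by edgeR's filterByExpr, 14185 genes were tested in 1 model with the 4 group means. The first principal component held 34.9% of the variance and parted MG132 from Ctrl libraries, and the second held 21% and parted neurites from somas. Libraries with the same replicate number deviated from their group means in the same direction, with a mean correlation across genes of 0.199. Genes are not independent replicates, so no p is given for this check. Each comparison was therefore also fitted with the replicate number as a block, and those values are given beside the unblocked ones. A gene was called changed when its Benjamini-Hochberg adjusted p was under 0.01 and its log2 fold change was above 1.7 or below -1.7, where Fig. 1b draws its line. The legend of Fig. 1b instead states a change of more than 1.7 fold, so 1.7-fold on the linear scale was run as an alternative. The interaction, which compares the MG132 response between fractions, had no threshold on the fold change.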

RNA sequencing (RNA-Seq) and differential expression analysis (DESeq2) revealed previously described transcript signatures specific to somas and projections in steady-state (control (Ctrl)) neurons, *e.g*., dendritic localization of calcium/calmodulin-dependent protein kinase II alpha (CAMKII) and β-actin) ^74,81^. 

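In Ctrl neurons, 301 genes were called higher in neurites than in somas and 48 lower, each in the same direction in all 3 same-numbered pairs. The scaling moved this split most. On total counts in place of TMM factors, 104 genes were called higher and 450 lower, while the median log2 ratio of all tested genes moved from -0.039 to -0.70. With the replicate number as a block, 321 genes were called higher and 88 lower (mean correlation of same-numbered Ctrl libraries 0.23). *Camk2a* (Entrez 12322), which lies on chromosome 18 of GRCm38 (mm10) from 60925307 to 60988152, measured 502 ± 241.2 CPM in somas and 1275 ± 859 CPM in neurites (SD, n = 3 libraries). Its log2 ratio of neurites to somas was 1.34 (standard error 0.52, adjusted p = 0.104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was higher in neurites in 3 of 3 pairs. The differences between replicates were large for this gene, and with the block the log2 ratio was 1.22 (edgeR adjusted p = 7.56e-06). β-actin mRNA, from *Actb* (Entrez 11461, chromosome 5, 142903115 to 142907976), measured 718 ± 31.4 CPM in somas and 1051 ± 167 CPM in neurites, a log2 ratio of 0.55 (standard error 0.18, edgeR adjusted p = 0.0575) without the block and 0.53 (edgeR adjusted p = 0.00519) with it. On total counts the *Actb* ratio was -0.095. Among called genes with a mean of at least 1 CPM, the largest ratios toward neurites were those of *2900052N01Rik* (Entrez 73040, chromosome 9, 46913603 to 46927366), at 4.85 (edgeR adjusted p = 4.31e-04, 5.09 with the block), *Maff* (Entrez 17133, chromosome 15, 79346621 to 79359078), at 4.30 (edgeR adjusted p = 6.62e-06, 4.27 with the block), and *Zfp982* (Entrez 195531, chromosome 4, 147443114 to 147516064), at 4.27 (edgeR adjusted p = 0.00214, 4.36 with the block). Toward somas, the gene listed as Entrez 100862214 had 0 counts in each Ctrl neurites library and 25 to 43 counts in Ctrl somas, at least 6.01-fold lower in neurites (edgeR adjusted p = 0.00469), although DESeq2 did not call it. *Zfp939* (Entrez 233147, chromosome 7, 39449479 to 39477429) was at least 4.73-fold lower (edgeR adjusted p = 0.00319), a call lost when only the Ctrl libraries were fitted. The gene listed as Entrez 629461 had a log2 ratio of -4.88 (edgeR adjusted p = 0.00647). Coordinates were not assigned to the 2 genes without a symbol. Of the 6 fits that left out 1 library, the call was lost in 6 for Entrez 100862214, 5 for Entrez 629461, 4 for *Zfp939* and 2 for *Zfp982*.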

Exposure to MG132 (10 μM for 7 h) significantly changed the expression of hundreds of RNAs between the soma and dendrites. 

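In somas, MG132 increased 299 genes and decreased 345, and in neurites it increased 346 and decreased 311. All of these calls went the same way in 3 of 3 same-numbered pairs. With the replicate number as a block, 333 genes increased and 505 decreased in somas (mean correlation of same-numbered libraries 0.21), and 399 increased and 440 decreased in neurites (0.219). The fold threshold moved these counts most. At 1.7-fold on the linear scale, 1276 genes increased and 792 decreased in somas, and 1312 increased and 772 decreased in neurites. In neurites, scaling on total counts changed the split to 249 increased and 366 decreased. Of the increased genes, 205 were called in both fractions, 94 only in somas and 141 only in neurites. Of the 141, 140 also had a positive log2 fold change in somas, 93 of them with an adjusted p under 0.01. Of the decreased genes, 136 were called in both fractions, 209 only in somas and 175 only in neurites. No gene was called increased in 1 fraction and decreased in the other. The difference between the neurites and somas responses was tested as an interaction. It gave 0 calls in either direction, with 474 genes higher and 526 lower in their log2 fold change in neurites than in somas at an unadjusted p under 0.05, and the smallest adjusted p was 0.328 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adding the replicate block gave 14 genes with a higher and 7 with a lower log2 fold change in neurites, and DESeq2 gave 21 and 8. The genes named next were picked by edgeR's log2 fold change among called genes with a mean of at least 1 CPM. Where a group has 0 counts that value rests on a small added count, so their order is not a ranking by size, and genes with measured counts in both groups can have larger folds than the lower bounds given. For increases in somas they were *Hspa1a*, *Hspa1b* and *Mmp10* (Entrez 17384, chromosome 9, 7502342 to 7510242), which had 0 counts in each Ctrl library and 38 to 83 with MG132, at least 25.5-fold higher (edgeR adjusted p = 0.00326). For decreases in somas they were *Akr1c14* (Entrez 105387, chromosome 13, 4048991 to 4090560), at least 10.7-fold lower (edgeR adjusted p = 9.89e-04), *Omd* (Entrez 27047, chromosome 13, 49582462 to 49592612), at least 5.17-fold lower (edgeR adjusted p = 0.00959, not called on total counts), and *Gm20743* (Entrez 433374, chromosome 1, 164863121 to 164871438), at least 14.8-fold lower (edgeR adjusted p = 1.42e-04). In neurites the increases picked were those of *Hspa1b*, *Hspa1a* and *Il19* (Entrez 329244, chromosome 1, 130932656 to 130945457), with 0 counts of *Il19* in each Ctrl library and 37 to 354 with MG132, at least 29.0-fold higher (edgeR adjusted p = 2.50e-04). The decreases picked in neurites were those of *Ccdc121* (Entrez 403180, chromosome 1, 181509633 to 181511451), at least 6.11-fold lower (edgeR adjusted p = 9.03e-04), *Ankrd66* (Entrez 100043332, chromosome 17, 43534173 to 43551281), at least 6.20-fold lower (edgeR adjusted p = 0.00612), and *Smim5* (Entrez 66528, chromosome 11, 115897806 to 115906269), at least 4.35-fold lower (edgeR adjusted p = 0.00262). Of the 6 fits of each comparison that left out 1 library, the call was lost in 6 for *Omd*, 4 for *Mmp10*, 4 for *Ankrd66* and 1 for *Smim5*. The lower bounds rest on group means, which 1 library raised for *Mmp10*, *Ankrd66* and *Smim5*. In replicate order, MG132 somas had 3.51, 16.5 and 2.255 CPM of *Mmp10*. Ctrl neurites had 6.09, 1.45 and 0.841 CPM of *Ankrd66* and 3.70, 1.34 and 0.841 CPM of *Smim5*.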

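Genes of the heat shock protein families (HSP70, HSP110, HSP90, small HSP, HSP60 with HSP10, and DNAJ) were counted among the increased genes, with all 14185 tested genes as the background. Of 68 such genes tested, 13 increased in somas, an odds ratio of 11.4 (95% confidence interval 5.66 to 21.5, Fisher's exact test, two-sided, p = 1.39e-09), and 15 increased in neurites, an odds ratio of 11.8 (6.10 to 21.5, Fisher's exact test, two-sided, p = 6.55e-11). On the calls made with the replicate block (mean correlation 0.21 in somas and 0.219 in neurites), the odds ratios were 10.2 (Fisher's exact test, p = 5.11e-09) and 10.1 (Fisher's exact test, p = 4.79e-10). Leaving out each library in turn gave odds ratios from 10.3 to 13.3 in somas and from 9.58 to 14.3 in neurites. At 1.7-fold on the linear scale the odds ratios were lower, at 6.37 in somas and 5.43 in neurites. Only the heat shock protein families were tested in this way, and other gene ontology categories were not analysed here. Fisher's exact test treats genes as independent, which genes measured in the same libraries are not. Its p-values and confidence intervals may thus overstate the certainty of the odds ratios.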

In fact, in gene ontology analyses of the changed transcripts, the only biological function enriched in both compartments was “protein refolding” (Fig. 1c, S1a–S1c **and Table S1).**

Mammals contain over 400 genes encoding molecular chaperones and co-chaperones ^82^; of these, only 16 were upregulated in both fractions with increased enrichment in either the soma (*e.g*., the inducible HSP70 HSPA1A1) or the projections (*e.g*., the constitutive HSP70 HSPA8). 

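Of 279 chaperone and co-chaperone genes listed by family name or taken from Fig. 1e, 32 had too few counts to be tested. Among the others, 19 increased in somas and 28 in neurites, 17 of them in both, and 2 decreased in somas and 3 in neurites. Of the 17, 16 are genes of Fig. 1e, which the paper picked on these same data, so this count is not independent of the paper's. Adjusting p over the list alone also gave 19 and 28 increases. The fold threshold moved the count in both fractions most, to 55 genes at 1.7-fold on the linear scale. *Hspa1a* (Entrez 193740, chromosome 17, 34969359 to 34972156) increased by a log2 fold change of 8.75 in somas (standard error 0.46, adjusted p = 2.87e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 9.15 in neurites (standard error 0.51, edgeR adjusted p = 5.67e-08). The difference, 0.40 (standard error 0.67, edgeR adjusted p = 0.959), was smaller than its error and was positive in 1 of 3 pairs. Fitted with the replicate block (mean correlation 0.21 in somas, 0.219 in neurites and 0.199 over all groups), the changes were 8.69 and 9.15, and the difference was 0.46 (edgeR adjusted p = 0.853). The count of *Hspa1a* is uncertain, because 54.2% of the 75-base windows of its longest transcript also occur in transcripts of 2 other genes. Its paralog *Hspa1b* (Entrez 15511, chromosome 17, 34956429 to 34959238) increased by 8.38 in somas and 9.23 in neurites (edgeR adjusted p = 1.33e-08 and adjusted p = 1.83e-08). *Hspa8* (Entrez 15481, chromosome 9, 40801276 to 40805202) increased by 1.97 in somas (standard error 0.19, edgeR adjusted p = 7.69e-06) and by 2.58 in neurites (standard error 0.19, edgeR adjusted p = 7.56e-07). The *Hspa8* difference of 0.61 (standard error 0.26, unadjusted p of 0.0317, edgeR adjusted p = 0.662) was positive in 3 of 3 pairs but was not called, with or without the block (edgeR adjusted p = 0.203 with it). Of its windows, 40.9% also occur in transcripts of 11 other genes.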

Interestingly, while mRNAs for 11 chaperones were specifically increased in neuronal projections, only the mRNA encoding the sHSP CRYAB was enriched in the soma (Fig. 1d–1f). 

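On the same list, 11 chaperone genes were called increased only in neurites, namely *Ahsa2*, *Cct6a*, *Dnajc2*, *Hsp90ab1*, *Hspa9*, *Lonrf1*, *Ppid*, *Ppil4*, *Psmc6*, *Ttc1* and *Ttc37*, and 2 only in somas, *Cryab* and *Ptges3*. With the replicate block (mean correlation 0.21 in somas and 0.219 in neurites) the counts were 13 and 2. They were 6 and 1 on total counts, and without a low-count filter 17 genes were called only in neurites. The list is broad and includes *Psmc* and *Ttc* genes. In its core families alone, 4 genes were called only in neurites and 1 only in somas. Of the 11 genes that Fig. 1e lists for neurites, 8 were called only in neurites, 1 (*Dnajb9*) in both fractions, 1 (*Ptges3*) only in somas and 1 (*Tcp1*, the reading used here for a name in the figure that is not a gene symbol) in neither. *Ttc1*, another possible reading of that name, was noticed only after the data were seen. At 1.7-fold on the linear scale, 0 of the 11 were called only in neurites, 10 in both fractions and 1 only in somas, and *Cryab* was called in neurites as well. All 11 also had a positive log2 fold change in somas with an adjusted p under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. On total counts 5 of the 11 did, and of the 6 fits that left out 1 library, 5 lost it for *Ptges3*, 5 for *Tcp1* and 2 for *Ppid*. The response was larger in neurites for 10 of the 11, by a median of 0.53 on the log2 scale, against a median of 0.69 for the 130 genes outside the chaperone list that were called only in neurites, and 4 of the 11 had an unadjusted p under 0.05 for the difference. The differences were 0.65 for *Cct6a* (Entrez 12466, chromosome 5, 129787356 to 129846443), 0.79 for *Ppil4* (Entrez 67418, chromosome 10, 7792889 to 7822565), 0.75 for *Ppid* (Entrez 67738, chromosome 3, 79591337 to 79603810) and 0.82 for *Ttc37* (Entrez 218343, chromosome 13, 76098705 to 76190318), none of them called (edgeR adjusted p = 0.493, 0.510, 0.704 and 0.618). *Cryab* (Entrez 12955, chromosome 9, 50745951 to 50756636) measured 39.9 ± 9.18 CPM in Ctrl somas and 228 ± 79.5 CPM in MG132 somas (SD, n = 3 libraries), a log2 fold change of 2.52 (standard error 0.24, edgeR adjusted p = 7.69e-06). In neurites it measured 99.5 ± 12.3 CPM and 277 ± 10.3 CPM, a log2 fold change of 1.48 (standard error 0.23, edgeR adjusted p = 3.21e-04), below the fold threshold. Its response was smaller in neurites in 3 of 3 pairs, with a difference of -1.04 (standard error 0.33, edgeR adjusted p = 0.478, or 0.0813 with the block).

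**Figure D1:**
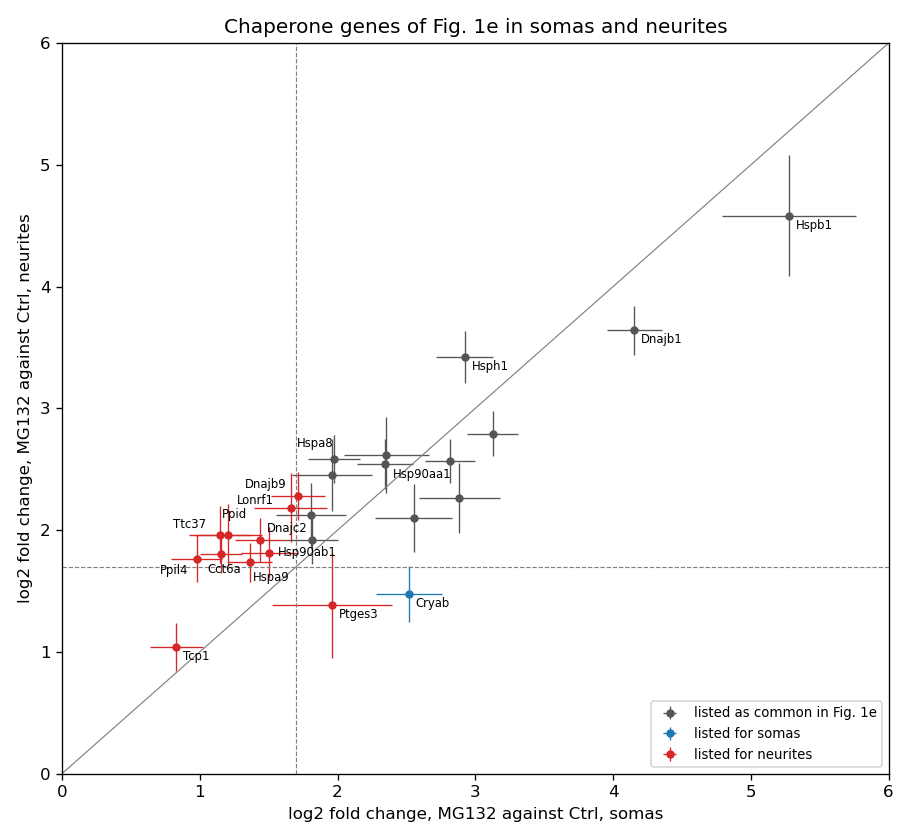
Log2 fold change of the chaperone genes of Fig. 1e with MG132 in somas (x axis) and neurites (y axis), with standard errors as bars, the fold threshold of 1.7 as dashed lines and equal responses as the diagonal. *Hspa1a* and *Hspa1b* lie beyond the axes, *Cryab* lies below the diagonal, and 10 of the 11 genes listed for neurites lie above it.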

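Co-chaperone mRNAs were compared with those of their partners in both fractions. *Bag3* (Entrez 29810, chromosome 7, 128523583 to 128546981) encodes a nucleotide exchange factor of HSP70. Its mRNA rose from 23.1 ± 6.38 CPM in Ctrl somas to 135 ± 36.0 CPM in MG132 somas, and from 16.7 ± 2.35 CPM to 72.1 ± 22.8 CPM in neurites (SD, n = 3 libraries). The log2 fold changes were 2.55 in somas (standard error 0.28, adjusted p = 2.29e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.10 in neurites (standard error 0.28, edgeR adjusted p = 8.32e-05). *Stip1* (Entrez 20867, chromosome 19, 7020696 to 7040026) encodes a protein that links HSP70 to HSP90. It rose by 1.81 in somas (standard error 0.19, edgeR adjusted p = 1.76e-05) and 1.92 in neurites (standard error 0.19, edgeR adjusted p = 9.02e-06). The difference between its responses was 0.11 (edgeR adjusted p = 0.988), and on total counts it was -0.072. The mitochondrial chaperonin HSP60 comes from *Hspd1* (Entrez 15510, chromosome 1, 55077833 to 55088243) and its co-chaperonin HSP10 from the neighboring gene *Hspe1* (Entrez 15528, chromosome 1, 55088148 to 55091317). *Hspd1* rose by 2.82 in somas and 2.57 in neurites (edgeR adjusted p = 2.37e-07 and adjusted p = 4.95e-07), and *Hspe1* by 2.88 and 2.26 (edgeR adjusted p = 1.33e-05 and adjusted p = 5.16e-05). For *Hspd1*, 33.7% of the 75-base windows of the longest transcript also occur in transcripts of 4 other genes, so its count is uncertain. In Ctrl neurons *Hspd1* measured 63.0 ± 3.43 CPM in somas and 109 ± 4.27 CPM in neurites, and *Hspe1* measured 17.9 ± 6.30 CPM and 38.6 ± 4.93 CPM. The replicate block (mean correlation 0.21 in somas and 0.219 in neurites) gave soma and neurites changes of 2.54 and 2.09 for *Bag3*, 1.81 and 1.91 for *Stip1*, 2.80 and 2.56 for *Hspd1*, and 2.87 and 2.25 for *Hspe1*. None of the 4 responses was called different between fractions, and the lowest edgeR adjusted p for a difference was that of *Hspe1* (0.822, or 0.352 with the block).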

Importantly, co-chaperones colocalized with their chaperone partners and HSP mRNA distributions matched the subcellular locations of their known folding clients. For instance, HSP90s and their co-chaperone P23 were enriched in projections upon stress. 

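*Hsp90aa1* (Entrez 15519, chromosome 12, 110691036 to 110696395) rose in neurites from 192 ± 37.1 CPM to 1119 ± 148 CPM (SD, n = 3 libraries), a log2 fold change of 2.54 (standard error 0.20, adjusted p = 1.22e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against 2.34 in somas (standard error 0.20, edgeR adjusted p = 2.91e-06). The difference of 0.20 (standard error 0.27, edgeR adjusted p = 0.946) was smaller than its error. Its count is uncertain, since 53.1% of the 75-base windows of its longest transcript also occur in transcripts of 3 other genes. *Hsp90ab1* (Entrez 15516, chromosome 17, 45567778 to 45573261) rose in neurites from 937 ± 210.2 CPM to 3296 ± 387 CPM, a log2 fold change of 1.81 (standard error 0.21, edgeR adjusted p = 2.56e-05). It was called there but not on total counts. In somas its change of 1.50 (standard error 0.21, edgeR adjusted p = 1.26e-04) lay below the fold threshold, and the difference between fractions was 0.31 (edgeR adjusted p = 0.901). In MG132 cultures the log2 ratio of neurites to somas was 0.82 for *Hsp90ab1* (standard error 0.20, edgeR adjusted p = 0.0114, or 8.82e-05 with the replicate block, mean correlation 0.186), higher in neurites in 3 of 3 pairs. On total counts, an alternative chosen after seeing the data for this ratio, it was 0.011, higher in neurites in 1 of 3 pairs. P23 mRNA, from *Ptges3* (Entrez 56351, chromosome 10, 128058982 to 128077254), was scarce, with 1.96 ± 0.403 CPM in Ctrl somas and 3.49 ± 0.883 CPM in Ctrl neurites, and 7.72 ± 2.45 CPM and 9.24 ± 2.45 CPM with MG132, and counts of 14 to 228 per library in somas and 14 to 145 in neurites. It rose by 1.96 in somas (standard error 0.43, edgeR adjusted p = 0.00388), which was not called on total counts or in 5 of the 6 fits that left out 1 library, and by 1.38 in neurites (standard error 0.43, edgeR adjusted p = 0.0269). The difference for *Ptges3* was -0.58 (standard error 0.60, edgeR adjusted p = 0.922), and 21.2% of its windows also occur in transcripts of 2 other genes. Under the replicate block (mean correlation 0.21 in somas and 0.219 in neurites), the neurites changes were 2.54, 1.83 and 1.38 for *Hsp90aa1*, *Hsp90ab1* and *Ptges3* (edgeR adjusted p = 1.46e-11, 1.36e-09 and 0.0291), and the soma changes were 2.33, 1.49 and 1.95.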

In dendrites, HSP90 supports the delivery of α-amino-3-hydroxy-5-methyl4-isoxazolepropionic acid receptors to the spine membrane, which is critical for synaptic transmission in the hippocampus ^83^. Likewise, DNAJs localized with their refolding partners, constitutive (HSPA8) and inducible (HSPA1A) HSP70s. In contrast with the significant upregulation of HSP mRNAs in projections, the levels of CAMKII and β-actin mRNAs, which are well-known to localize to dendrites, were unchanged ^74,81^ (Fig. 1f). These data suggest that neurons identify the need for HSP and co-chaperone mRNAs and distribute them to the same compartments as their client proteins.

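The 5 DNAJ mRNAs listed in Fig. 1e rose in both fractions, by different amounts. *Dnaja1* (Entrez 15502, chromosome 4, 40722468 to 40734965) measured 38.5 ± 8.90 CPM in Ctrl somas and 40.2 ± 8.46 CPM in Ctrl neurites, and 149.5 ± 50.8 CPM and 221 ± 71.3 CPM with MG132 (SD, n = 3 libraries). Its log2 fold change was 1.96 in somas (standard error 0.29, adjusted p = 2.14e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.45 in neurites (standard error 0.29, edgeR adjusted p = 3.50e-05). Of the 75-base windows of its longest transcript, 16.6% also occur in transcripts of other genes. *Dnaja4* (Entrez 58233, chromosome 9, 54698848 to 54716317) rose by 1.81 in somas and 2.12 in neurites (edgeR adjusted p = 1.66e-04 and adjusted p = 4.38e-05). In neurites, *Dnajb1* (Entrez 81489, chromosome 8, 83608175 to 83612653) rose from 12.6 ± 2.12 CPM to 156 ± 15.8 CPM, by 3.64 on the log2 scale (standard error 0.20, edgeR adjusted p = 5.67e-08). Its response was smaller there than in somas, by a difference of -0.51 (standard error 0.26, edgeR adjusted p = 0.738). *Dnajb9* (Entrez 27362, chromosome 12, 44205897 to 44210068) rose by 1.71 in somas (edgeR adjusted p = 2.79e-05) and 2.28 in neurites (edgeR adjusted p = 2.41e-06). The soma call was lost with DESeq2, with DESeq2 size factors in edgeR, on total counts and with a stricter count filter, and leaving out 1 library took the soma value as low as 1.64. *Dnajc2* (Entrez 22791, chromosome 5, 21757266 to 21785264) rose by 1.44 in somas, below the fold threshold, and 1.92 in neurites (edgeR adjusted p = 7.38e-05 and adjusted p = 5.31e-06). The difference between neurites and somas was 0.49 for *Dnaja1*, 0.31 for *Dnaja4*, 0.57 for *Dnajb9* and 0.48 for *Dnajc2*, and none of these 5 genes was called (edgeR adjusted p = 0.885, 0.924, 0.715 and 0.754). Neurites changes with the replicate block (mean correlation 0.21 in somas and 0.219 in neurites) were 2.42 for *Dnaja1*, 2.16 for *Dnaja4*, 3.65 for *Dnajb1*, 2.26 for *Dnajb9* and 1.92 for *Dnajc2*.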

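With MG132, *Camk2a* measured 404 ± 210.1 CPM in somas and 917 ± 489.9 CPM in neurites (SD, n = 3 libraries). Its log2 fold change was -0.31 in somas (standard error 0.52, adjusted p = 0.697 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.48 in neurites (standard error 0.52, edgeR adjusted p = 0.529), so no change was detectable against the spread between replicates. Leaving out each library in turn moved these values from -0.80 to 0.17 in somas and from -0.86 to 0.21 in neurites. With the replicate block (mean correlation 0.21 in somas and 0.219 in neurites) they were -0.36 (edgeR adjusted p = 0.0963) and -0.43 (edgeR adjusted p = 0.0501). *Actb* measured 299 ± 30.2 CPM in MG132 somas and 332 ± 61.7 CPM in MG132 neurites. Its log2 fold change was -1.27 in somas (standard error 0.19, edgeR adjusted p = 2.14e-04) and -1.66 in neurites (standard error 0.19, edgeR adjusted p = 2.16e-05), lower in 3 of 3 pairs in each, though above the fold threshold of -1.7. With the block, the *Actb* changes were -1.27 (edgeR adjusted p = 1.88e-07) and -1.67 (edgeR adjusted p = 3.52e-09). Of the 75-base windows of its longest transcript, 2.60% also occur in transcripts of other genes. The difference between the neurites and somas responses was -0.16 for *Camk2a* (edgeR adjusted p = 0.992) and -0.40 for *Actb* (edgeR adjusted p = 0.835).

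**Figure D2:**
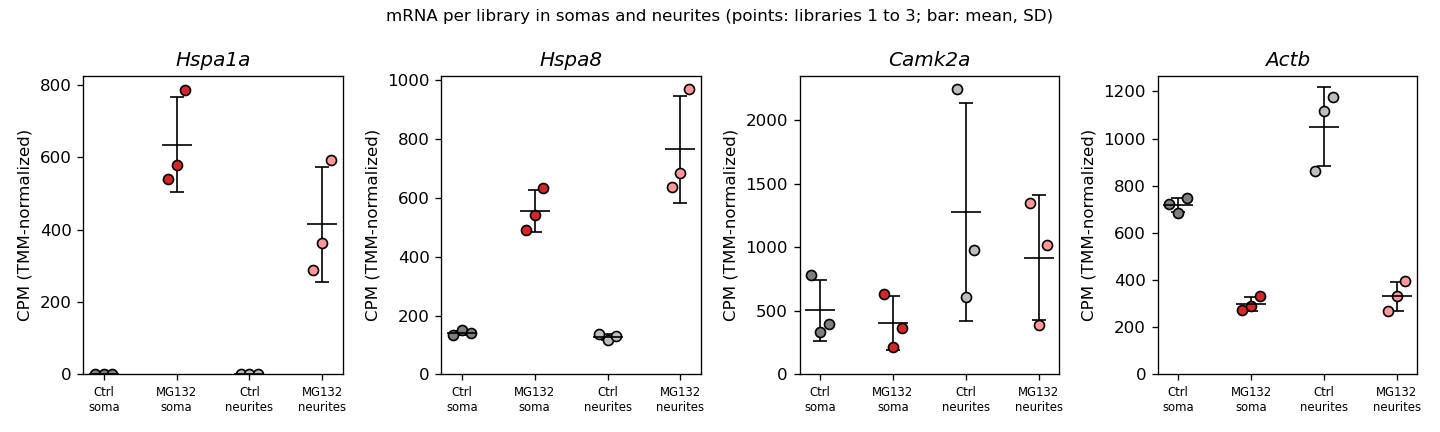
TMM-normalized CPM of *Hspa1a*, *Hspa8*, *Camk2a* and *Actb* in Ctrl and MG132 somas and neurites, with 1 point per library and the mean and SD of the 3 libraries as bars. Both *Hspa* mRNAs were higher in each MG132 library than in each Ctrl library, *Actb* was lower in each MG132 library, and the *Camk2a* values overlapped.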

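Of the tested chaperone genes, 160 had a larger log2 fold change with MG132 in neurites than in somas and 87 a smaller one, and the median difference was 0.16. The median over all 14185 tested genes was -0.039. None of these differences was called, whether p was adjusted over all tested genes or over the list alone, where the smallest adjusted p was 0.0612 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05, 20 chaperone genes had a higher log2 fold change in neurites and 6 a lower one. With the replicate block (mean correlation of same-numbered libraries 0.199 over all groups) 1 chaperone gene, *Canx*, was called for a higher log2 fold change in neurites, and DESeq2 called *Canx* and *Dnajb11*. Both were named only after their values were seen. From the places where HSP and co-chaperone mRNAs were found, compared with those of their partners and clients, and from the levels of CAMKII and β-actin mRNAs, the paper proposes that neurons sense which of these mRNAs are needed and send them to the compartments that hold their client proteins.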

### A subset of HSP mRNAs specifically localize to the dendrites upon stress

To define the principles of selective neuronal HSP mRNA localization and to identify proteotoxicity-induced changes in their subcellular distributions, we combined single-molecule fluorescence *in situ* hybridization (smFISH) with immunofluorescence (IF) to localize single mRNAs in primary hippocampal neurons using established markers of dendrites (microtubule-associated protein 2 (MAP2)), axons (microtubule-associated protein tau (TAU)), and spines (postsynaptic density 95 (PSD95); Fig. 2a) ^84,85^. Single mRNAs were identified and quantified using FISH-quant ^86,87^. To collect statistics on mRNA localization across the neuronal morphology, we updated the computational pipeline Analysis of RNA Localization In Neurons (ARLIN ) ^88^. This pipeline was used to validate the RNA-seq data by studying the main HSPs implicated in proteostasis loss during neurodegeneration: HSPA1A, HSPA8, HSP90AA, HSP90AB, and HSP110 ^50,58,66,89,90^. We first analyzed changes in the soma and quantified the significant transcriptional induction and increased concentrations of these constitutive and inducible HSP mRNAs, while the induction of DNAJB1 and DNAJB5 (used as controls) was lower; the same pattern was detected by RNA-seq (Fig. 2b–d).

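The soma libraries gave mRNA levels for the 5 HSPs and both DNAJ controls (mean ± SD, n = 3 libraries). With MG132, *Hspa1a* rose from 1.44 ± 0.908 CPM to 634 ± 132 CPM, *Hspa8* from 142 ± 7.24 CPM to 556 ± 72.7 CPM, *Hsp90aa1* from 153 ± 10.4 CPM to 778 ± 147 CPM and *Hsp90ab1* from 659 ± 57.7 CPM to 1866 ± 306.2 CPM. HSP110 mRNA, from *Hsph1* (Entrez 15505, chromosome 5, 149616843 to 149636498), rose from 217 ± 14.8 CPM to 1651 ± 397 CPM, a log2 fold change of 2.93 (standard error 0.21, adjusted p = 4.96e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Dnajb1* rose from 14.5 ± 1.05 CPM to 259 ± 47.1 CPM, a log2 fold change of 4.15 (standard error 0.20, edgeR adjusted p = 1.33e-08). Its level with MG132 was below that of each of the 5 HSPs, while its fold change was above those of *Hsph1*, *Hsp90aa1*, *Hspa8* and *Hsp90ab1*. *Dnajb5* (Entrez 56323, chromosome 4, 42949867 to 42959425) measured 28.8 ± 12.9 CPM in Ctrl and 40.8 ± 10.6 CPM in MG132 somas, a log2 fold change of 0.50 (standard error 0.35, edgeR adjusted p = 0.314), which was not detectable against the spread between replicates. With the replicate block (mean correlation 0.21 of same-numbered soma libraries), the log2 fold changes were 2.91 for *Hsph1*, 4.14 for *Dnajb1* and 0.55 for *Dnajb5* (edgeR adjusted p = 0.0301).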

We next ascribed the mRNAs enriched in neuronal projections to either the axons or dendrites by combining smFISH with IF of TAU and MAP2. Remarkably, we did not detect any HSP mRNAs in the axons of Ctrl or MG132-stressed neurons (Fig. 2e). Instead, the mRNAs of all HSP of interest localized to the dendrites and were significantly enriched by MG132 exposure (Fig. 2f and 2g). However, their concentrations varied greatly; from an average of 100 *Hspa8* mRNAs to only five *Hspa1a* mRNAs per dendrite. 

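The RNA-Seq libraries of MG132 neurites and MG132 somas were compared directly. The neurites libraries hold RNA of axons and dendrites together, and also RNA of glial marker genes. In MG132 cultures the astrocyte gene *Gfap* measured 11268 ± 5530 CPM in neurites and 1277 ± 339 CPM in somas (SD, n = 3 libraries). The ratios given here may thus not reflect neuronal RNA alone. The log2 ratio of neurites to somas was -0.62 for *Hspa1a* (standard error 0.32, adjusted p = 0.201 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in neurites in 3 of 3 pairs. It was 0.46 for *Hspa8* (standard error 0.18, edgeR adjusted p = 0.0965) and 0.52 for *Hsp90aa1* (standard error 0.19, edgeR adjusted p = 0.0751), each higher in neurites in 3 of 3 pairs. For *Hsph1*, which encodes HSP110, it was 0.21 (standard error 0.19, edgeR adjusted p = 0.506). Blocked by replicate number (mean correlation of same-numbered MG132 libraries 0.186), the ratios were -0.65 (edgeR adjusted p = 0.0217) for *Hspa1a*, 0.45 (edgeR adjusted p = 0.0214) for *Hspa8*, 0.53 (edgeR adjusted p = 0.00604) for *Hsp90aa1* and 0.21 (edgeR adjusted p = 0.328) for *Hsph1*. These ratios depend on the scaling. On total counts in place of TMM factors, an alternative chosen after seeing the data for this comparison, they were -1.47 for *Hspa1a* (higher in neurites in 0 of 3 pairs), -0.37 for *Hspa8*, -0.28 for *Hsp90aa1* and -0.60 for *Hsph1* (each higher in neurites in 1 of 3 pairs), and the median of all tested genes moved from -0.082 to -0.86.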

*Hspa1a* mRNA was retained in the soma, whereas *Hspa8*, *Hsp90aa*, and *Hsp110* mRNAs were enriched in the dendrites after MG132 stress, confirming the RNA-seq data (Fig. 2h). These results, together with the unchanging distribution of *CamkII* mRNA in the dendrites in response to MG132, strongly suggest that neurons selectively target specific HSP mRNAs to the dendrites upon stress (Fig. 2g and 2h).

Since *Hspa8* was the most abundant dendritic HSP mRNA measured, we verified that its dendritic localization occurs under disease-related stress conditions (Fig. 2i and 2j). We used hypoxia and hypoxia-reoxygenation injury 1% O_2_ for 3 h and 4 h reoxygenation, which generates reactive oxygen species resulting in protein misfolding ^91^ and brain damage ^92,93^ or neuronal exposure to 500 nM of oligomeric amyloid-β peptides for 24 h (oAβ_1–42_) ^94,95^, which accumulate in the hippocampus in Alzheimer’s disease and cause dendritic attrition ^94,95^. Dendritic *Hspa8* mRNA localization significantly increased after reoxygenation or oAβ_1–42_ exposure (Fig. 2e). Notably, although the level of transcriptional induction was much lower than after MG132 exposure, these stresses relocated somatic *Hspa8* mRNAs to the dendrites (Fig. 2j). Therefore, the subcellular localization of *Hspa8* mRNAs to the dendrites is promoted by diverse proteotoxic stresses. These results suggest a common stress-induced regulatory mechanism that directs specific HSP mRNAs to the dendrites.

### Stress promotes HSP mRNA localization to the proximal dendrites and spines

We next investigated whether stress induces changes in the distribution of HSP mRNAs within the dendritic compartment, and particularly in the dendritic spines, which receive synaptic inputs. First, we considered that stress might drive HSP mRNAs into distal dendrites, broadening their distribution. To test this hypothesis, we measured the distance that each mRNA traveled from the soma and grouped them into bins of 25 μm to analyze their dendritic distributions (Fig. 3a). Stress induced significant increases in the number of *Hspa8, Hsp90aa, Hspa90ab*, and *Hsp110* mRNAs in the bins proximal to the soma. However, no significant increases in any of the mRNAs were observed at distances ≥ 100 μm from the soma. Thus, although the dendritic concentration of HSP mRNAs increased upon MG132-stress, their distribution over the dendritic shaft was comparable to that in non-stressed neurons, with more mRNAs in the proximal dendrites (Fig. 3a).

We examined whether mouse primary motor neurons, which have more extensive and thicker dendrites than hippocampal neurons, similarly regulate *Hspa8* mRNA. Dissociated cultures of embryonic day 13 mouse spinal cords were matured for at least 3 weeks, when cultured motor neurons express properties of their *in situ* counterparts ^96^. Upon MG132 exposure, cultured motor neurons *Hspa8* mRNA concentrations in the soma and dendrites, promoting dendritic localization (Fig. 3b–3d); however, *Hspa8* mRNA was more concentrated in the proximal dendrites in both stressed and non-stressed neurons (Fig. 3e). These results indicate that the regulation of HSP mRNA localization is shared by different neuron types and that their movement towards distal dendrites is constrained or subjected to retrograde transport.

Considering the concentrated localized translation that occurs in the dendritic spines, we hypothesized that they would require relatively more HSPs to prevent aberrant interactions among unfolded proteins. Thus, we used ARLIN to analyzed stress-induced changes in the contiguity between HSP mRNAs (detected by smFISH) and the postsynaptic density (detected by PSD95 IF) ^88^ (Fig. 3f). Quantifying mRNAs within 600 nm of the center of the PSD95 signal showed that MG132 stress increased the number of spines containing at least one *Hspa8, Hsp90aa, Hsp90ab*, or *Hsp110* mRNA (Fig. 3f and 3g **and Fig. S2a**). We used ARLIN to bin the dendritic shafts into 25 μm segments and organized them by distance from the soma to examine changes in the number of HSP mRNAs. The frequency of spines containing HSP mRNAs was higher in the proximal dendrites than in the distal, with up to ~ 20% and 40% of spines localizing *Hspa8* mRNAs in control and MG132-stressed neurons, respectively (Fig. 3g). To determine whether localization near a dendritic spine was regulated or due to increased HSP mRNA density, we used the ARLIN segmentation module to run random simulations of HSP mRNA localizations while maintaining the position of the PSD95 signal. The contingency between all HSP mRNAs and dendritic spines was similar to that in random simulations over the dendritic shafts of control and MG132-stressed neurons, with no significant differences (*P* > 0.05 (unpaired *t*-test)) observed between the experimental and simulated data in each bin (Fig. 3i **and Fig. S2a**). Given the density of the cultures, we were unable to quantify mRNAs in the distal dendrites (> 150 μm from the soma) without introducing errors in their assignment to specific dendrites. We conclude that the increased localization of HSP mRNAs in dendrites upon stress increases the number of spines containing them.

### Active transport of individual HSP mRNAs in dendrites

We envisioned two non-exclusive mechanisms to promote dendritic *Hspa8* mRNA localization upon stress: active mRNA transport from the soma to the dendrites or enhanced mRNA stability in the dendrites. To distinguish them, we disrupted microtubule polymerization with nocodazole to prevent intracellular transport. The significant reduction in the number of dendritic *Hspa8* mRNAs upon combined MG132/nocodazole treatment confirmed the importance of active transport from the soma to increase dendritic *Hspa8* mRNA levels upon stress (Fig. 4a). As such, longer exposure to MG132 favored dendritic increases in HSPA8 mRNA over a somatic increase, and this subcellular distribution was maintained after MG132 was withdrawn (**Fig. S3a and S3b**). Thus, stress triggered an initial transport of *Hspa8* mRNAs to dendrites that remained stable during recovery, suggesting RBP-mediated transport.

mRNAs are transported in dendrites bidirectionally by motor proteins: dynein for minus-end and kinesin for plus-end movement along microtubules. To identify the motor protein directing *Hspa8* mRNAs to dendrites, we considered they harbor microtubules oriented in both plus and minus directions, while axons feature only plus-end-out oriented microtubules (Fig. 4b)^97^. Since dynein is the only motor exiting the soma using dendrite-specific (minus-end out) microtubules, we propose it directs HSP mRNAs to dendrites. To test this hypothesis, motor neurons were microinjected in the nucleus with a plasmid expressing a dominant negative dynein inhibitor CC1 fused to GFP (a gift of Dr. Adam Hendricks) ^98^ or GFP alone. CC1 blocks the interaction between Dynein and Dinectin important for dynein-mediated cargo movement in cells. Neurons expressing CC1 had a significant decrease in dendritic *Hspa8* mRNA levels upon MG132 exposure (Figs. 4b and 4c). Under permissive conditions, *Hspa8* mRNA dendritic decreased by CC1 expression was only significant in the most proximal 25 μm of dendrite (Fig. 4d). This result suggests a dynein-dependent targeting of *Hspa8* mRNA to dendrites upon stress.

RNAs, proteins, and components of the translation machinery phase separate into neuronal granules of ~ 700 nm in diameter with distinctive compositions ^34,37,99^. The concomitant localization and similar dendritic distribution of all HSP mRNAs suggested that they can be assembled and transported in the same neuronal granules. To identify mRNAs traveling with the most abundant dendritic mRNA, *Hspa8*, we performed two-color smFISH in hippocampal neurons to detect *Hsp90aa, Hsp90ab*, or *Hsp110* localizing within 700 nm of, and thus coexisting with, each *Hspa8* molecule (Fig. 4b). We observed higher frequencies of *Hspa8* coexisted with any of the other HSP mRNAs in MG132-stressed neurons than in non-stressed neurons, and in proximal dendrites than in distal dendrites (Fig. 4c). To differentiate regulated and random mRNA colocalization, we created a new module in ARLIN ^88^ that randomly simulated the positions of *Hsp90aa, Hsp90ab*, or *Hsp110* mRNAs over the dendritic shaft. After binning the shaft into 25 μm segments, ARLIN averaged the shortest distances between *Hspa8* and the closest HSP obtained in a hundred100 random simulations. Although the coexistence between HSP mRNAs significantly increased upon MG132 exposure, the levels were similar between the experimental and simulated data in control and MG132-stressed conditions (Fig. 4c). Similar results were obtained when quantifying the coexistence of *Hsp90aa, Hsp90ab*, or *Hsp110* mRNAs with Hspa8 mRNA (**Fig. S3c**). These results suggest that HSP mRNAs are packaged and transported in individual neuronal granules, as previously reported for other dendritic mRNAs ^100^.

### HSPs concentrate in the same neuronal compartments as their mRNAsvialocalized translation

Transcript shuttling and local translation is the most efficient way for neurons to target proteins to the dendrites and their spines ^21,22^. We tested whether this regulatory mechanism supports the subcellular distribution of the inducible and constitutive HSP70s (Fig. 5). To quantify the increases in inducible HSP70 (HSPA1A) in the somas and dendrites upon MG132 stress, we cultured hippocampal neurons in Transwell membrane filter inserts ^80^. Proteins were isolated from each compartment separately and analyzed by Simple Western. 

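*Hspa1a* mRNA was measured by RNA-Seq in both compartments of Transwell cultures. Ctrl somas had 4 to 24 counts per library and Ctrl neurites 4 to 5, against 2919 to 19141 in MG132 somas and 1260 to 8004 in MG132 neurites. In neurites the mRNA rose from 0.814 ± 0.455 CPM to 414 ± 159 CPM (SD, n = 3 libraries). Leaving out each library in turn gave log2 fold changes from 8.36 to 9.10 in somas and from 8.77 to 9.55 in neurites. Across 8 nuclear RNAs, which mark soma RNA carried into the neurites libraries, the median log2 ratio of MG132 neurites to MG132 somas was -1.78, with a range from -1.95 to -0.80.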

Exposure to MG132 for 7 h only increased HSPA1A in the soma compartment (Fig. 5a), matching the somatic retention of its mRNA (Fig. 1e and 1h). The mRNA level of the constitutive HSP HSPA8 increased in both compartments and matched the increased HSPA8 IF signal observed in MG132-stressed hippocampal neurons (**Fig. S4a**). These results suggest that localized synthesis determines an HSP’s subcellular distribution.

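In neurites, *Hspa8* mRNA rose from 128 ± 9.35 CPM to 765 ± 181 CPM (SD, n = 3 libraries). Its counts per library ranged from 513 to 1050 in Ctrl neurites and from 2792 to 15187 in MG132 neurites. In somas they ranged from 1280 to 1952 in Ctrl and from 2738 to 15463 in MG132 libraries. Leaving out each library in turn kept the log2 fold change between 1.87 and 2.05 in somas and between 2.50 and 2.71 in neurites. In the blocked model, the increase was 1.96 in somas (edgeR adjusted p = 8.90e-10, mean correlation of same-numbered libraries 0.21) and 2.57 in neurites (edgeR adjusted p = 1.89e-11, mean correlation 0.219).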

To investigate whether the mRNAs in each compartment are translated there, we generated a single *Hspa8* mRNA translation reporter using the SunTag translation reporter system ^101–104^ (Fig. 5b). This plasmid reporter contains *Hspa8*’s 5′ and 3′ untranslated regions (UTRs), coding sequence (CDS), and promoter sequences. We placed 24×GCN4 epitopes at the 5′ end of the CDS to detect nascent peptides as soon as they exit the ribosome tunnel. Translating mRNAs are indicated by colocalization of the smFISH and IF signals detecting the GCN4 nucleotide and amino acid sequences, respectively, while individual signals indicate untranslated mRNAs (green) or fully synthesized proteins that have diffused away from their mRNA (magenta; Fig. 5b). We used the IF signal intensity to quantify the number of peptides being synthesized per mRNA as a read out of the number of ribosomes reading an mRNA. The HSPA8 translation reporter resulted in the expression of the expected 125 kDa protein (**Fig. S4b**) and enabled the detection and quantification of single mRNA translation in individual mouse embryonic fibroblasts (MEFs; **Fig. S4c and S4d**). Stressing MEFs with MG132 significantly increased the number of translated mRNAs by an average of 20–45%. To investigate HSPA8 translation in neurons, this plasmid was intranuclearly microinjected into mature cultured motor neurons derived from dissociated murine spinal cords. Like endogenous *Hspa8* mRNA, the dendritic localization of GCN4-HSPA8 mRNA increased upon MG132 exposure (**Fig. S4e**); however, HSPA8 accumulation in the dendrites resulted in a high fluorescent background that obscured the visualization and quantification of individual translation events (**Fig. S4f**). Thus, we added a C-terminal SET binding protein 1 (SETB) degron to decrease the reporter’s half-life and reduce the background under control conditions (Fig. 5b).

Motor neurons were microinjected with the optimized reporter plasmid, cultures were treated with dimethyl sulfoxide (DMSO; Ctrl) or MG132 11 h later, and translation was analyzed by smFISH-IF 7 h later (18 h after microinjection). The short window between injection and detection was critical to quantify the efficiency of *Hspa8* mRNA translation in dendrites while avoiding GCN4-HSPA8-SETB accumulation (Fig. 5c and 5d). In control motor neurons, a few reporter mRNAs localized to the dendrites and were translated by monosomes or polyribosomes throughout the shaft. Likewise, somatic reporter mRNAs were translated at different efficiencies (Fig. 5c, upper panel). MG132 exposure increased the transcription and somatic and dendritic localization of reporter mRNAs (Fig. 5c). Its accumulation impaired accurate quantification of the somatic mRNA translation efficiency, although bright magenta spots depicting polyribosomes colocalized with the mRNA signal in control and MG132-stressed neurons (Fig. 5c, magnification in bottom left panel). In dendrites, colocalization between the peptide and mRNA signals revealed mRNAs translated by monosomes and polysomes at varying distances from the soma (Fig. 5c, magnification in bottom right panel). The percentage of mRNAs being translated per dendrite significantly increased upon MG132 exposure (Fig. 5d). Similarly, dendritic mRNA translation was more efficient in MG132-stressed neurons, as measured by the number of ribosomes reading a single mRNA (Fig. 5e). Thus, transcripts of the constitutive *Hspa8* mRNAs escaped the translational repression associated with MG132 ^105^ and instead its translation efficiency was increased in response to proteostasis demands. These results strongly suggest that combining increased mRNA localization and maintained translation efficiency during stress provides an on-demand source of dendritic HSPA8.

### The active transport of Hspa8 mRNAs by FUS ensures dendrite proteostasis

Neurons contain many RBPs relevant to dendritic RNA transport, and several, including TAR DNA binding protein/TARDBP, FUS, and fragile X messenger ribonucleoprotein 1, tightly couple mRNA transport to translation, which is vital for neuronal function ^41–43^. Accordingly, mutations in these RBPs lead to diverse neurodegenerative disorders ^106^. We next identified RBPs that can mediate the dendritic transport of *Hspa8* mRNA by binding to linear or structural zip codes in its 3′ UTR (Fig. 6a). We *in vitro* transcribed the *Hspa8* 3′ UTR and LacZ (as a negative control) sequences fused to 2×PP7 stem loops and attached them to amylose magnetic beads using the PP7 capsid protein fused to the maltose binding protein (PCP-MBP) ^85^. Mass spectrometry (MS) identified six RBPs specifically bound to the *Hspa8* 3′ UTR in crude protein extracts obtained from control or MG132-stressed mouse Neuro-2A (N2A) cells (Fig. 6a). Among them, we validated the binding of staufen double-stranded RNA binding protein 2 (STAU2) because of its well-known function in stabilizing and transporting specific mRNAs to dendrites ^31,107,108^ (Fig. 6b). We also validated the binding of FUS to the *Hspa8* 3′ UTR. Although FUS was consistently present in the MS profiles of both the *Hspa8* 3′ UTR and the LacZ control, it showed relatively higher binding to the 3′ UTR in pulldowns (Fig. 6b). FUS was of particular interest because it regulates several steps in mRNA maturation, including transport to dendrites, and *FUS* mutations lead to dendritic retraction in motor neurons, leading to ALS and frontotemporal dementia ^27,109–114^.

To investigate the roles of STAU2 and FUS in the stress-induced dendritic localization of *Hspa8* mRNA, we knocked down their expression in cultured motor neurons by co-microinjecting two specific short hairpin (sh)RNAs for each along with a green fluorescent protein (GFP)-expressing plasmid to identify the injected neurons (Fig. 6c–6h **and Fig. S5a**). Knocking down STAU2 significantly decreased the somatic and dendritic density of *Hspa8* mRNA (quantified as mRNAs per pixel of soma or dendrite area) in control and MG132-stressed neurons (Fig. 6e); however, MG132 still significantly increased the density of *Hspa8* mRNA in dendrites (*p* < 0.001 by unpaired *t*-test), demonstrating that STAU2 knockdown did not prevent *Hspa8* mRNA dendritic transport. To assess specificity, we analyzed the constitutive non-HSP *eEf1a1* mRNA in parallel. STAU2 knockdown had a milder effect on *eEf1a1* mRNA density in the soma and dendrites (Fig. 6f). On the contrary, knocking down FUS did not change the somatic concentration of *Hspa8* mRNA but significantly decreased its dendritic density upon MG132 exposure (Fig. 6d and 6g), and led to an overall decrease in *eEf1a1* mRNA density in the soma and dendrites (Fig. 5h). The ratio of dendritic to somatic *eEf1a1* mRNA density did not change upon stress, whereas the FUS depleted neurons displayed decreases in these ratios (**Fig. S5b**). Thus, FUS plays an essential role in targeting Hspa8 mRNAs to dendrites during stress.

We next evaluated whether FUS knockdown could weaken dendritic proteostasis using the proteostasis reporter FLUC-GFP ^115^. Impaired proteostasis leads to GFP aggregation, which was quantified by the granularity of the GFP signal. We injected the FLUC-GFP plasmid into motor neurons either alone or with the FUS shRNA plasmids. Knocking down FUS increased GFP granularity in dendrites even under control conditions, suggesting that normal FUS levels are essential for neuronal proteostasis under physiological conditions. The loss of dendritic proteostasis upon FUS knockdown was further increased upon MG132 treatment, leading to significant increases in GFP granularity and in the sizes of the GFP aggregates (Fig. 6i and 6j). These results reveal regulated FUS expression as a determinant of neuronal proteostasis.

### The D290V mutation in HNRNPA2B1 impairs HSPA8 mRNA localization in human-derived motor neurons

Mutations in FUS and other RBPs, including HNRNPA2B1, lead to ALS ^116^. Through a recent collaboration, we found that mouse motor neurons microinjected with a plasmid expressing the familiar FUS^R521G^ mutation had significant lower *Hspa8* mRNAs levels in soma and dendrites (*Fernandez, M. et al, submitted to Cell Stress and Chaperones*). As the *HSPA8* 3′ UTR sequence and length differs between mice and humans, we next investigated whether human motor neurons localize HSPA8 mRNA to dendrites upon MG132 stress and which RBPs mediate their localization. Interestingly, the human *HSPA8* 3′ UTR sequence contains five putative HNRNPA2B1 binding sites that are not present in mice (Fig. 7a). In patients with ALS, the D290V mutation in HNRNPA2B1 is rare. However, it promotes the accumulation of the detergent-insoluble HNRNPA2B1 protein in the nucleus and changes the subcellular distribution of mRNAs during stress ^117^. Because of this, human motor neurons differentiated from patient fibroblast-derived induced pluripotent stem cells (iPSCs) do not recover from stress as well as neurons differentiated from healthy donors ^118,119^. Thus, we compared the ability of healthy (control) and HNRNPA2B1^D290V^-expressing motor neurons (from two patients each) to localize *HSPA8* mRNAs to the dendrites upon MG132 exposure (Fig. 7a and 7b.

Importantly, human motor neurons behaved like mouse neurons, increasing the *HSPA8* mRNA level and its dendritic localization upon MG132 stress (Fig. 7b and 7c). The D290V mutation impaired the somatic accumulation of *HSPA8* mRNAs in HNRNPA2B1^D290V^-derived motor neurons, and remarkably, both sets of HNRNPA2B1^D290V^-expressing motor neurons had significantly less dendritic *HSPA8* mRNA than healthy motor neurons and this decrease was more significant for patient 2 than patient 1 (Fig. 7c). As a result, the distribution ratio of *HSPA8* mRNA in the dendrites relative to the soma was lower in HNRNPA2B1^D290V^ motor neurons than in controls upon MG132 stress (Fig. 7d). Therefore, HNRNPA2B1’s role in localizing *HSPA8* mRNAs to dendrites is compromised by the D290V mutation, contributing to impaired proteostasis and proteotoxic damage.

Overall, decreased FUS expression and *HNRNPA2B1* mutation have similar consequences in stressed motor neurons: impaired *Hspa8* mRNA dendritic localization and decreased stress recovery. Based on our results, we propose a model in which healthy neurons sustain dendritic proteostasis through the regulated localization and translation of HSPs, especially the constitutive chaperone HSPA8, providing an on-demand system to tailor the amounts of HSPs to the load of misfolded proteins. Disruptions in RBPs that impair this localization decrease neuronal proteostatic capacity and prevent synapse formation and transmission, leading to neurodegeneration (Fig. 7e).

## Discussion

This study uncovered a novel mechanism to sustain neuronal proteostasis under proteotoxic stress; the partitioning of distinct HSPs in the soma and dendrites through the regulated localization of their encoding mRNAs and subsequent translation. Stress-induced changes in HSP mRNA compartmentalization indicate that the soma and dendrite’s distinct proteomes are upheld by particular sets of chaperones. It also suggests that after proteotoxic damage the dendrite demands for HSPs exceed the neuron capacity to transport individual chaperones from the soma and, instead rely on the competence of an mRNA to produce tens of proteins. The mRNA encoding the constitutive HSP70, HSPA8 has the highest levels of all HSP mRNAs we detected in dendrites. HSPA8 is central to sustaining proteostasis because of its chaperonin functions in assisting co-translational folding and regulated degradation of proteins by chaperone-mediated autophagy ^120^. HSPA8 also plays moonlighting functions in axonal terminals, where mediates synaptic vesicle fusion and recycling ^64,121^, and in dendrites, where it regulates the shape of dendritic spines ^122^. Besides these critical roles, how HSPA8 localizes to neuronal projections was understudy. Leveraging single mRNA imaging techniques in stressed mouse hippocampal and motor neurons in culture, has allowed us to discover a specific and regulated *Hspa8* mRNA targeting mechanism to dendrites. Since we did not detect HSP mRNAs in axons, they might localize HSPA8 synthesized in the soma.

This study identified the post-transcriptional regulation of constitutive *Hspa8* mRNA in neurons, both its boosted dendritic localization and translational efficiency, as a crucial aspect of their stress response. It operates by RBPs recognizing zip codes in the mRNAs, dynein leading them to dendrites where they are transported as individual molecules, and a stress-induced translational efficiency. As such, it resembles the induced postsynaptic localization and local translation of the mRNAs encoding an activity-regulated cytoskeleton-associated protein ARC and b-ACTIN that occurs upon synaptic stimulation ^12,25^. We approached uncovering the components directing *Hspa8* mRNAs to dendrites by searching for RBPs that bind to the 3′ UTR sequence of *Hspa8* mRNA since this region is known for its role in mRNA localization. We identified STAU2, well-known for its function in stabilizing and transporting specific mRNAs to dendrites ^31,107,108^. Although STAU2 knockdown in cultured motor neurons reduced the levels of *Hspa8* mRNAs in the soma and dendrites, it failed to prevent the increase in dendritic *Hspa8* mRNAs in response to treatment with MG132. Conversely, FUS was identified as an important player in the subcellular distribution of *Hspa8* mRNA. FUS knockdown significantly impaired *Hspa8* mRNA localization in dendrites but did not completely abrogate it. Thus, FUS might cooperate with additional RBPs binding *Hspa8* 5’ UTR or CDS. It is also possible that the observed effect of FUS to be indirect and operate through the expression regulation of factors involved in the transport of mRNAs.

Besides the fundamental role of FUS in *Hspa8* mRNA transport to dendrites upon stress, we explored this RBP because it is implicated in ALS ^116^, in which dendritic attrition is an early sign of motor neuron damage ^6,123,124^. FUS depletion correlated with a decreased *Hsap8* mRNA dendritic localization and the loss of dendritic proteostasis. Since findings in mouse neurons might not reflect the human situation because of different nucleotide sequences in the HSPA8 3′ UTR, we examined iPSC-derived motor neurons. We focused on patient-derived neurons carrying the ALS-linked HNRNPA2B1 mutation D290V because the 3’UTR of the human *HSPA8* mRNA, but not the mouse, has five putative binding sites for HNRNPA2B1. Both lines of HNRNPA2B1^D290V^-derived motor neurons had significantly less dendritic *HSPA8* mRNA than control-derived neurons, indicating that the general principles of RBP regulation of dendritic HSP mRNAs are conserved between mouse and human neurons, with common roles in the neuronal stress response. In addition, the converging actions of different disease forms on *HSPA8* mRNA biogenesis could explain the common loss of proteostasis that characterizes diverse neurodegenerative diseases.

Neurons last the lifespan of an organism, and loss of neuron proteostasis is a feature of many aging-related neurodegenerative diseases. The localized synthesis of HSPs provides dendrites with the folding resources to aid their protein synthesis and degradation mechanisms in sustaining proteostasis. Perturbations in any of the proteostasis components preclude dendritic homeostasis and lead to neurodegeneration. As such, boosting HSP transcription has been considered as a therapeutic strategy for neurodegenerative diseases, but has had limited clinical success ^125–128^, and has focused particularly on HSPA1A, which is not upregulated in neurons under most conditions ^72,125,126^. Our work stresses the importance of regulating not only the levels of constitutive HSPs, but also the dynamics of their localization to vulnerable regions, such as dendritic spines. These dynamics are crucial to consider when testing potential therapeutics. Sustaining functional synapses is essential for neuronal network functions, and stress on their proteomes would contribute to the impaired connectivity that underlies loss of function early in neurodegenerative disorders, prior to neuronal death ^129–131^.

## Methods

### Neuronal cultures

Mouse primary hippocampal neurons were obtained from postnatal day 0 C57BL/6 and FVB mice and prepared as previously described ^78,85^. Housing and euthanasia were performed in compliance with the Canadian Council on Animal Care. Neurons used in imaging experiments were cultured at low density (50,000 neurons per 35 mm (14 mm glass) dish (MatTek, # P35G-1.5–14-C)). Neurons used in RNA-seq and Simple Western experiments were cultured at 300,000 neurons per well in 100 μm Transwell membranes (Thermo Fisher Scientific, # 35102) in 6-well dishes ^80^.

Dissociated spinal cord cultures from E13 CD1 mice were prepared as previously described ^96^. Cells were plated on poly-D-lysine (Sigma, #P6407) - and Matrigel-coated glass coverslips in 6-well dishes. The culture medium was as described ^96^ with the addition of 1% B27 (Gibco Life Technologies, Burlington, ON, Canada, #17504044), 0.032 g/mL sodium bicarbonate and 0.1 g/mL dextrose. Cultures were maintained for at least 3 weeks to ensure motor neuron maturation.

Human motor neurons were differentiated from iPSCs as previously described ^117,118^. CV-B (wild type) iPSCs were a gift from the Zhang Lab ^132^ and HNRNPA2B1 D290V-1.1 and − 1.2 human iPSCs were generated in the Yeo lab ^118^. Human iPSCs were grown on Matrigel-coated 10 cm tissue culture plates. When cells were 80–90% confluent, they were split into 6-well plates at 1×10^6^ cells/well in 1× N2B27 medium (DMEM/F12 + Glutamax, 1:200 N2 supplement, 1:100 B27 supplement, 150 mM ascorbic acid, and 1% Penicillin/Streptomycin) supplemented with 1 μM dorsomorphin (Tocris, #3093), 10 μM SB431542 (Tocris, #1614), 4 μM CHIR99021 (Tocris, #4423) and 10 μM Y-27632 hydrochloride (ROCK inhibitor; Tocris, #1254). The seeding day was counted as day 1. On days 1–5, the cells were refed daily with the same medium as on day 1, but with the ROCK inhibitor reduced to 5 μM. On days 7–17, the cells were refed daily with 1× N2B27 medium supplemented with 1 μM dorsomorphin, 10 μM SB431542, 1.5 μM retinoic acid (Sigma, #R2625), 200 nM Smoothened Agonist, SAG (EMD Millipore, #566660), and 5 μM ROCK inhibitor. On day 18, the cells were either plated on laminin-coated 10 cm plates at 1.2×10^7^ cells per plate for continued differentiation or expanded in motor neuron progenitor MNP medium (1× N2B27 medium supplemented with 3 mM CHIR99021, 2 mM DMH1 (Tocris, #4126), 2 mM SB431542, 0.1 mM retinoic acid, 0.5 mM purmorphamine (Tocris, #4551), and 0.5 mM valproic acid (Tocris, #2815)) on Matrigel-coated plates. To expand motor neuron progenitors, cells were refed every other day with MNP medium. Laminin plates were prepared by serially coating them with 0.001% (0.01 mg/mL) poly-D-lysine (Sigma, #P6407) and poly-L-ornithine (Sigma, #P3655) followed by 20 μg/mL laminin (Life Technologies, #23017015). Cells were refed on day 18 and day 20 with MN medium (1 × N2B27 medium supplemented with 2 ng/mL glial cell-derived neurotrophic factor, 2 ng/mL bone-derived neurotrophic factor, and 2 ng/mL ciliary neurotrophic factor (all from R&D Systems, #212-GD, #248-BD, and #257-CF, respectively) supplemented with 1.5 μM retinoic acid, 200 nM SAG, and either 10 μM ROCK inhibitor on day 18 or 2 μM ROCK inhibitor on day 20. On days 22 and 24, cells were fed with MN medium supplemented with 2 μM DAPT and 2 μM ROCK inhibitor. On day 25, cells were split onto laminin-coated glass coverslips in a 12-well plate at 6.7×10^6^ cells/ well in MN medium supplemented with 10 μM ROCK inhibitor. On day 27, cells were fed with MN medium supplemented with 2 μM ROCK inhibitor. On day 29, cells were stressed with 10 μM MG132 (Sigma, # M7449) for 7 h at 37°C. Cells were then fixed in 4% paraformaldehyde in phosphate-buffered saline and5 mM MgCl2 (PBSM) for 1 h at room temperature, washed once with 0.1 M glycine in PBSM for 10 min, and stored in PBSM at 4°C for IF staining and mRNA FISH.

### Neuronal manipulation

Neurons were stressed via 10 μM MG132 for the indicated times, hypoxia-reoxygenation (1% O_2_ for 3 h and 4 h recovery at 5% O_2_) using a hypoxia glove box (BioSpherix Xvivo System Model X3), or incubation with oligomers made from 500 nM amyloid-β (1–42) monomers (rPeptide, #1163–1) ^133^. As mature neurons cannot be transfected, plasmids were introduced into primary cultured mouse motor neurons by intranuclear microinjection. The injectate (the plasmid in 50% Tris-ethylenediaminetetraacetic acid (EDTA), pH 7.2) was clarified by centrifugation prior to insertion into 1 mm diameter quick-fill glass capillaries (World Precision Instruments) pulled to fine tips using a Narishige PC-10 puller (Narishige International USA, Inc., NY, USA). Cultures on coverslips were bathed in Eagle’s minimum essential medium without bicarbonate, supplemented with 5 g/L glucose, and adjusted to pH 7.4 in 35 mm culture dishes on the stage of a Zeiss Axiovert 35 microscope (Carl Zeiss Microscopy, LLC, USA) and microinjected using a Transjector 5246 or a FemtoJet Transjector and a Micromanipulator 5171 (all from Eppendorf, Hamburg, Germany). Following microinjection, coverslips were placed in regular culture medium containing 0.75% Gentamicin (Gibco) and maintained at 37°C in a 5% CO_2_ environment until analysis.

### Plasmid transfection and analysis

Plasmids expressing shRNAs in a lentiviral backbone were obtained through the McGill University library (https://www.sidonghuanglab.com/pooled-screening-libraries/service-request/) (**Table S2)**. They were transfected by calcium phosphate into 293T cells and knockdown efficiency was tested 72 h later by western blotting (**Table S2**).

### IF and smFISH

Detailed protocols for these methods have been previously described ^78^. RNA FISH probes were designed using the Stellaris Probe Designer (LGC Biosearch Technologies; masking level: 5, oligo length: 20, minimum spacing: 2) (**Table S2**).

### Image acquisition and analysis

Images were acquired using a Nikon eclipse Ti-2 inverted widefield microscope equipped with a SPECTRA X Light Engine (Lumencor) and an Orca-Fusion Digital CMOS Camera (Hamamatsu) controlled by NIS-Elements Imaging Software. A 60× 1.40 NA oil immersion Plan Apochromat objective lens (Nikon) was used with a xy pixel size of 107.5 nm and a z-step of 200 nm. Chromatic aberrations were measured before imaging using 100 nm TetraSpeck^™^ Fluorescent Microspheres (Invitrogen, #T14792) and considered in the downstream pipeline.

Single mRNAs, peptides, and postsynaptic densities were identified with the MATLAB version of the FISH-quant (v3) ^86^. Post-detection analyses of subcellular mRNA distributions in neurons and simulations were performed with the second version of ARLIN ^88^. The code for ARLIN v1.0 and ARLIN v2.0 can be found here: https://github.com/LR-MVU/neuron. See the corresponding documentation for a detailed explanation on ARLIN’s functionalities. Briefly, in ARLIN v2.0, simulations were improved by mimicking the distributions of real mRNAs when selecting simulated mRNAs. To do this, the dendrite was divided into “bins” of 25 μm. The program first counts *x* real mRNAs found in the first bin of the dendrite (*i.e*., 0–25 μm from the soma). Then, the program selects *x* “simulated mRNAs” (*i.e*., randomly selected pixels) from only the first bin of the dendrite. This ensures that the concentration of simulated mRNAs near the soma matches the concentration of real mRNAs, but with random distributions within the bin. The program counts the number of real mRNAs found in each bin, then randomly selects that number of pixels within it as “simulated mRNAs”. With this improved simulation, the statistical likelihood of an mRNA localizing to the synapses or to another mRNA can be calculated. statistics are calculated for the localization of mRNAs to synapses or to another mRNA. The simulation is repeated 100 times and the localization statistics are averaged. This provides a more accurate comparison between random and biologically driven colocalization patterns than in the first version of ARLIN.

To quantify translation efficiency, cell and dendrite segmentations were performed manually using the “Define outlines” tool in FISH-quant. The smFISH and peptide spots in the cells were fit to a 3D Gaussian model based on the point spread function and the analysis was run in batch mode. The x, y, and z coordinates of the mRNAs and peptides in cells were exported as tabulated text files (.txt) recording the identity of each cell in each image file analyzed. We designed a Python pipeline to first calculate the number of nascent peptides in spots with a signal brighter to that corresponding to the the average intensity of one peptide. Secondly, the pipeline assigns each peptide to the closest mRNA in the cell. If the distance between an mRNA and its closest peptide exceeded the threshold (200 nm plus the chromatic aberration), then we considered it a non-translating mRNA. To remove repeated mRNAs and peptides within the threshold, we selected the brightest (*i.e*., brightest) peptide signal, and then the closest to a single mRNA. The percentage of translating mRNA was calculated by dividing the number of translating mRNAs by the total number of mRNAs per cell (https://github.com/LR-MVU/neuron).

We used Fiji (ImageJ 2.14.0, Java 1.9.0_322) to calculate the granularity of the FLUC-GFP signal. First, we generated a maximum projection for the GFP channel. Then, we outlined a region of interest to define each dendrite in a neuron and measured its area, mean fluorescent signal, and standard deviation (SD). The coefficient of signal variation—the SD divided by the mean—was used as a readout for GFP.

### RNA extraction and RNA-seq

After 17 days in culture^134^, primary hippocampal neurons were washed with PBS, and the somas were scraped from the membrane and placed into a tube. Somas were centrifuged for 2 min at 2,000 × *g* and resuspended in 400 μL ice-cold PBS. The somas were divided into two tubes, and 750 μL of Zymo RNA Lysis Buffer (ZymoResearch, # R1013) was added to each. To harvest the neurites, membranes were cut from the Transwell, placed face down in a 6 cm plate containing 750 μL of Zymo RNA Lysis Buffer, and incubated for 15 min on ice while tilting the plate every few minutes. The solution was transferred into an Eppendorf tube. RNA was isolated using a Zyma Quick RNA Miniprep Kit (ZymoResearch, #R1054). RNA library generation and Illumina sequencing was performed by the University of Montreal Genomic Platform. PolyA capture, Nextseq High Output paired-end run (2 × 75 bp, coverage ~ 50M paired-ends per sample). The raw data have been deposited in the Gene Expression Omnibus under accession number GSE202202.

RNA-seq analysis was performed on usegalaxy.org. Adaptors and reads with a quality below 20 within 4-base sliding windows were removed using Trimmomatic (galaxy version 0.38.0; https://doi.org/10.1093/bioinformatics/btu170). Trimmed single-end reads were aligned to the mouse mm10 genome using STAR (galaxy version 2.7.8a + galaxy0; https://doi.org/10.1093/bioinformatics/bts635) with default parameters, and the number of reads per transcript was determined using featureCounts (galaxy version 2.0.1 + galaxy2; https://doi.org/10.1093/bioinformatics/btt656) using default parameters. Differential gene expression was determined using DESeq2 (galaxy version 2.11.40.7 + galaxy1; https://doi.org/10.1186/s13059-014-0550-8) using default parameters. Gene ontology analysis to identify biological processes enriched in differentially expressed genes was performed using geneontology.org.

To validate the data by RT-qPCR, 25 ng of RNA isolated from the soma or neurites was reverse transcribed into cDNA using iScript^™^ Reverse Transcription Supermix (Bio-Rad) following the manufacturer’s instructions. For qPCR, cDNAs were diluted two-fold in water. PCR was performed in 5 μL reactions consisting of 1 μL DNA, 2.5 μL PowerUp SYBR Green Master Mix (Thermo Fisher Scientific) and 0.25 μL of each primer (at 1 μM) on a Viaa 7 Real-Time PCR System (Thermo Fisher Scientific; 45 cycles). Standard curves were generated using a log titration of N2A genomic DNA (50–0.05 ng) and used to quantify the cDNA. The primers used are listed below.

### Simple Westerns

Primary hippocampal neurons grown on Transwell membranes were treated with 10 μM MG132 for 7 h at 37°C. After washing with ice-cold PBS, somas were first scrapped from the upper part of the membrane and then neurites were scraped from the bottom membrane and resuspended in ice-cold PBS. After centrifugation, somas and neurites were resuspended in radioimmunoprecipitation buffer (150 mM NaCl, 10 mM Tris-HCl pH 7.5, 0.1% sodium dodecyl sulfate (SDS), 1% Triton X-100, 1% sodium deoxycholate, and 5 mM EDTA pH 8.0). Protein extracts from somas and neurites were stored at −80°C. Simple Westerns (Bio-Techne) were performed in multiplex on a Jess automated western blot system (Bio-Techne) following the manufacturer’s instructions (**Table S2**).

### Identification of RBPs binding to the mouse HSPA8 3′ UTR

PP7-HSPA8 and PP7-LacZ RNA were first PCR amplified from N2A genomic DNA or a plasmid (donated by Dr. Jerry Pelletier) using the primers listed below, and then *in vitro* transcribed with a MEGAshortscript^™^ T7 Transcription Kit (Invitrogen, # AM1354) following the manufacturer’s instructions. After transcription, RNA was treated with 2 units of Turbo DNase and then purified by phenol-chloroform extraction and ethanol precipitation. RNA was resuspended in 10 mM Tris containing 0.2 U/mL RNaseOUT. Small samples were resolved on a 0.5X TBE agarose gel and their A260/A280 ratios were measured using a nanodrop to verify the purity of the RNAs. PP7-HSPA8 and PP7-LacZ RNA were heated for 2 min at 95°C, allowed to cool to room temperature to allow PP7 loops to form, and stored at −80°C.

To prepare crude N2A extracts, cells were differentiated into the neuronal phenotype for 3 days: one day in DMEM supplemented with 5% fetal bovine serum (FBS) and 20 μM retinoic acid, one day in 2.5% FBS and 20 μM retinoic acid, and one day in 1.25% FBS and 20 μM retinoic acid. Half of the cells were treated with 10 μM MG132 for 7 h at 37°C. Cells were washed once with ice-cold 1× PBS and pelleted by centrifugation. The cell pellets were washed once with 1× PBS and 1 mM phenylmethylsulfonyl fluoride. The supernatant was removed and cells were stored at −80°C. The pellets were thawed on ice, resuspended in three volumes of N2A lysis buffer (50 mM Tris-HCl pH 7.5, 100 mM NaCl, 1 mM MgCl_2_, 0.1 mM CaCl_2_, 1% IGEPAL CA-360, 0.5% deoxycholic acid, 0.1% SDS, 1 mM phenylmethylsulfonyl fluoride, 1 mM dithiothreitol, 1× Complete Protease Inhibitor (Roche), and 100 U/mL RNaseOUT) and incubated on ice for 10 min. Cells were snap frozen in liquid nitrogen and thawed on ice twice before 10 min centrifugation at max speed. The crude extract (supernatant) was transferred to new tubes and stored at −80°C. Protein concentration was determined by Bradford assay and a small sample of crude extract was run on SDS-PAGE stained with Coomassie Blue to ensure no protein degradation.

In 100 μL reaction, 1.5 μM of PP7-HSPA8 3′ UTR or PP7-LacZ RNA were incubated with 2 μM MBP-PP7 in RNA-IP buffer (20 mM Tris pH 7.2, 200 mM NaCl, 1 mM EDTA pH 8.0, 5 mM dithiothreitol, and 0.01% IGEPAL CA-360) for 1 h on ice. Magnetic amylose beads (100 μL) were washed twice with RNA-IP buffer, then rotated with PP7-HSPA8 3′ UTR or PP7-LacZ bound to MBP-PP7 for 1 h at 4°C. The beads were washed twice with RNA-IP buffer then resuspended in 5 mL RNA-IP buffer supplemented with 0.01 mg/mL tRNA (Sigma, #10109541001) and 5–10 mg N2A crude extract for MS or 2 mg of crude extract for western blots. After rotating the beads and N2A crude extract for 2 h at 4°C, the beads were washed five times with RNA-IP buffer, resuspended in 50 μL RNA-IP buffer and 6 μg of TEV protease, and rotated for 3 h at 4°C. The cleaved PP7 proteins bound to the HSPA8 3′ UTR or LacZ RNA and their interactors was collected and the beads were incubated in fresh RNA-IP buffer containing TEV protease overnight. The elutions were pooled, and the proteins were analyzed by MS as previously described (Proteomics RIMUHC-McGill University)^135^. Proteins with fold change values > 1.5 and P-values < 0.01 compared to in the control sample were considered HSPA8 3′ UTR interactors. Statistics performed using total spectral count and a T-test analysis.

## Figures and Tables

**Figure 1:**
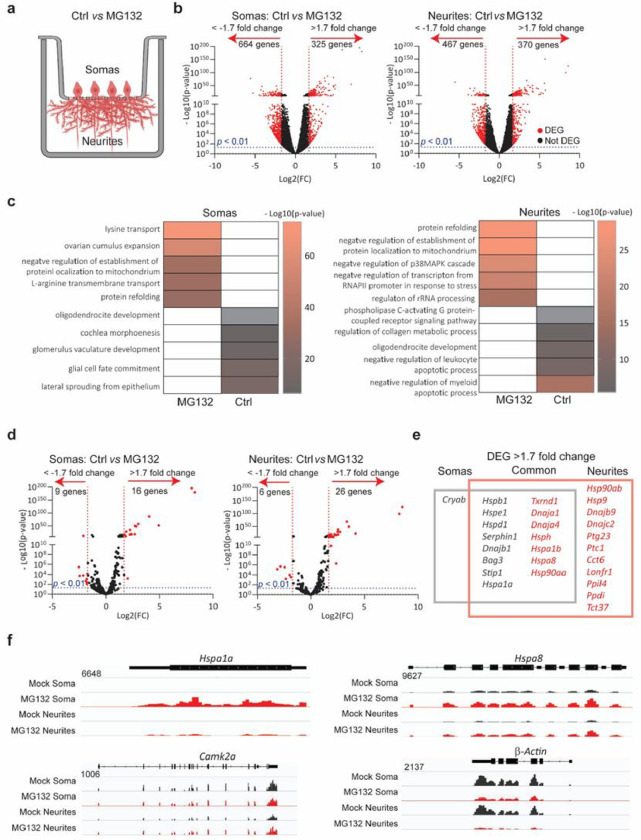
Specific mRNAs are preferentially enriched in the soma or projections of hippocampal neurons after proteostatic stress **(a)** Schematic of primary mouse hippocampal neurons cultured in Transwell membranes to physically separate the soma and neurites for RNA extraction. Neurons were exposed to MG132 or DMSO (Ctrl). **(b)**Volcano plot of differentially expressed genes (DEGs) in the soma or neurites (*n* = 3). Genes up- or down-regulated by > 1.7 fold after MG132 treatment and *P*-values < 0.01 are indicated in red. **(c)**Gene ontology enrichment analysis. Gene ontology categories of the top five biological processes enriched in DEGs in the somas and neurites after MG132 exposure. The color of the bands denotes the extent of upregulation. **(d)**Volcano plot of known chaperone-related genes. Genes up- or down-regulated by > 1.7 fold after MG132 treatment and *P*-values < 0.01 are indicated in red. **(e)**Venn diagram listing the differentially enriched molecular chaperone-related genes in the somas (gray square) and neurites (red square). **(f)** RNA-seq distributions of the *Hspa1a1, Hspa8, Camk2a*, and b-actin loci in the soma and neurites of control and MG132-exposed neurons.

**Figure 2:**
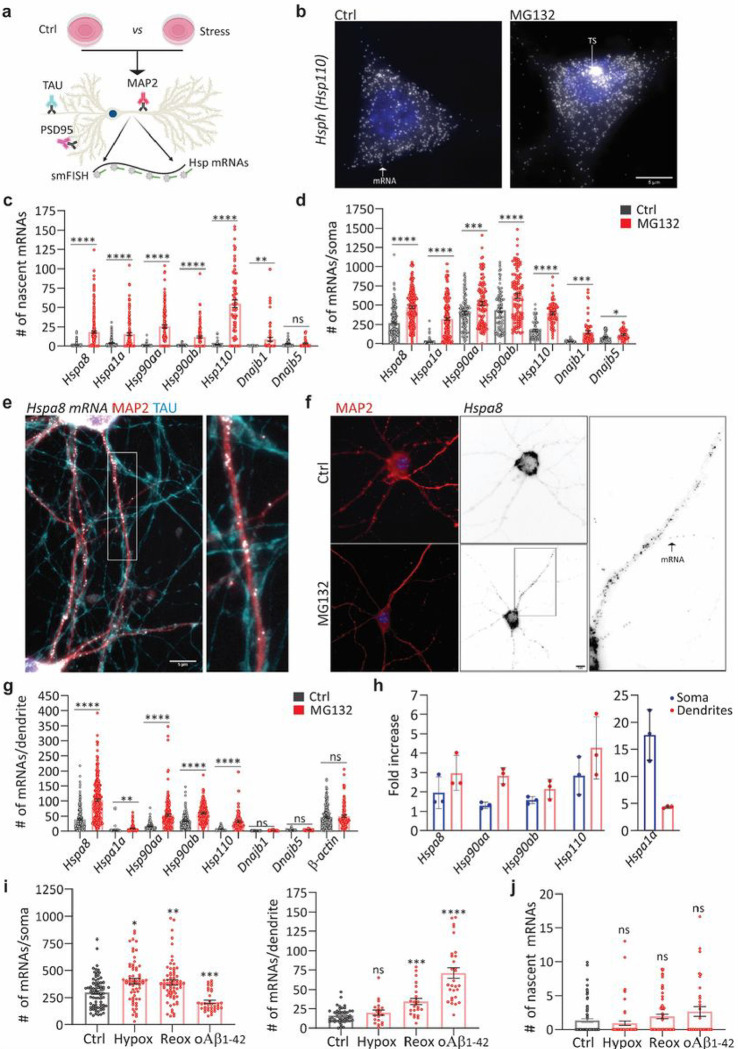
Subcellular distributions of HSP mRNAs in hippocampal neurons upon stress **(a)** Schematic of the combined immunofluorescence (IF) and single-molecule fluorescence *in situ* hybridization (smFISH) protocol used on fixed primary hippocampal neurons. (**b**) smFISH detection of *Hsp110* mRNAs in the soma and nucleus (blue) of control (Ctrl) and MG132-stressed neurons. Arrows in the Ctrl and MG132 images indicate a single mRNA and a transcription site (TS), respectively. (**c, d)** Quantification of nascent transcripts (**C**) and somatic (**D**) HSP mRNAs in Ctrl and MG132-stressed neurons. Data are the mean ± standard error of the mean (SEM) of three independent experiments (*n* = 45–180 neurons total; dots indicate individual values).**(e)** Localization of *Hspa8* mRNA (smFISH, white) in the dendrites (IF: MAP2, red) and axons (IF: TAU, blue) of hippocampal neurons. Scale bar = 5 mm. The square depicts the magnified region. **(f)** Detection of *Hspa8* mRNA (smFISH, black) in dendrites (IF: MAP2, red) in Ctrl and MG132 stressed neurons. The square depicts the magnified region. **(g)** Quantification of dendritic HSP mRNAs in the Ctrl and MG132-stressed neurons in C, D. (**h)** Fold enrichment of HSP mRNAs in the soma and dendrites of MG132-stressed (MG) and Ctrl neurons from the quantifications in C, D, and G. (**i**) Quantification of somatic and dendritic *Hspa8* mRNAs in Ctrl hippocampal neurons and those stressed by hypoxia (Hypox), hypoxia followed by reoxygenation (Reox), or incubation with amyloid beta (1–42) oligomers (oAb_1_-42). (**j**) Quantification of nascent *Hspa8* mRNA in one replicate of (I). Data are the mean ± SEM of two independent experiments (*n* = 25–54 neurons; dots indicate individual values). ****, *P* < 0.0001; ***, *P* < 0.001; **, *P* < 0.01; *, *P* < 0.05; ns, not significant (by unpaired *t*-test).

**Figure 3:**
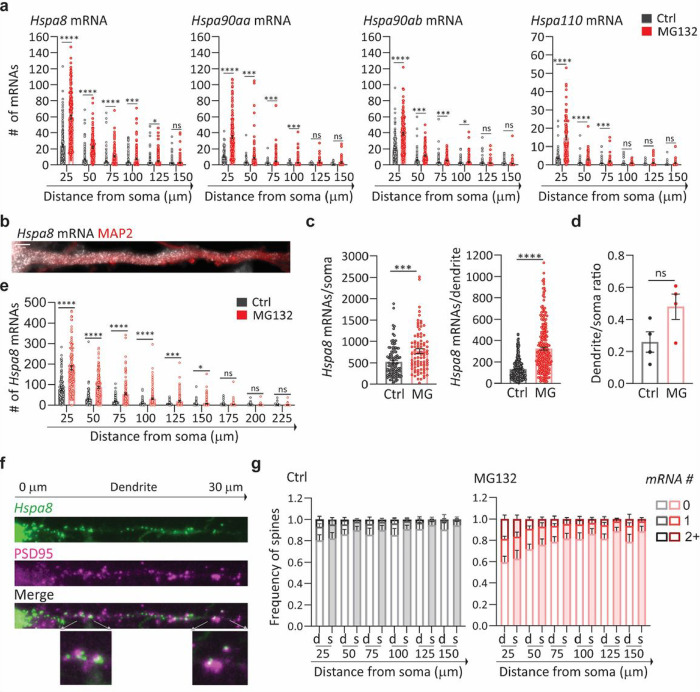
Stress-induced changes in dendritic HSP mRNA localization in primary neurons **(a)** Quantification of the dendritic mRNAs located in 25-mm bins based on their distance from the soma. Data are the mean ± SEM of three independent experiments (*n* = 116–185 dendrites; dots indicate individual dendrites). **(b)** smFISH detection of *Hspa8*mRNAs in the dendrites of an MG132-stressed primary mouse motor neuron stained with MAP2. Scale bar = 5 mm.**(c)** Quantification of somatic and dendritic *Hspa8* mRNAs in Ctrl and MG132-stressed motor neurons. Data are the mean ± SEM of four independent experiments (*n* = 87–100 neurons; dots indicate individual soma and dendrite values). (**d**) Ratio of *Hspa8* mRNA per area of dendrite or soma (in pixels) in Ctrl and MG132-stressed motor neurons analyzed in C. **(e)** Quantification of *Hspa8* mRNAs per 25-mm bin in experiment **c. (f)** Detection of *Hspa8* mRNAs in relation to the dendritic spines, identified by anti-PSD95 IF. The distances shown are in relation to the soma. The lower images show magnifications of mRNAs localizing to the dendritic spines in the areas indicated by the arrows. **(g)** Frequency of dendrites with 0, 1, and 2 or more *Hspa8* mRNAs localizing within 600 nm of the center of the PSD95 IF signal in Ctrl and MG132-stressed primary hippocampal neurons from panel a. Dendritic spines were assigned to 25-mm bins based on their distance from the soma. Six experiments were analyzed. Simulated data are the average of 100 random simulations of the positions of each detected Hspa8 mRNA in the specific dendritic bin. Experimental and simulated data are denoted with d and s, respectively. ****, *P* < 0.0001; ***, *P* < 0.001; **, *P* < 0.01; *, *P* < 0.05; ns, not significant (by unpaired multiple Welch’s *t*-test).

**Figure 4:**
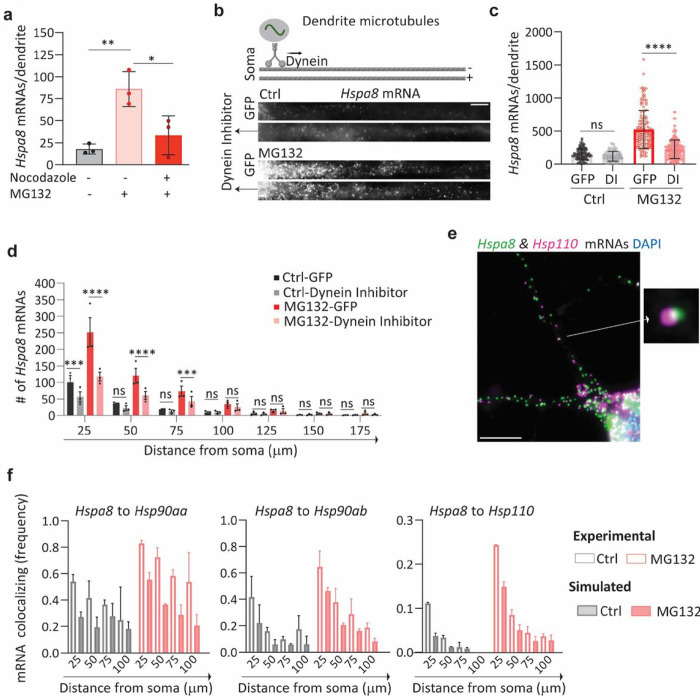
Individual HSP mRNAs are actively transported to the dendrites **(a)** Quantification of dendritic HSPA8 mRNAs in Ctrl neurons and MG132-stressed neurons with and without nocodazole exposure. Data are the median ± SD of three independent experiments. **(b)** Schematic of microtubule orientation and dynein transport in dendrites. smFISH detection of *Hspa8* mRNAs in the dendrites of Ctrl and MG132-stressed neurons. Scale bar = 5 mm. **(c)** Quantification of somatic and dendritic *Hspa8* mRNAs in Ctrl and MG132-stressed motor neurons microinjected with a plasmid expressing GFP or a Dynein Inhibitor (DI). Data are the mean ± SEM of three independent experiments (n = 102–248 dendrites). **(d)** Quantification of *Hspa8* mRNAs per 25-mm bin in experiment **c**. **(e)** Two-color smFISH detection of *Hspa8* and *Hsp110* mRNAs in a primary hippocampal neuron stressed with MG132. The square shows a magnified view of two colocalization mRNAs. **(f)** Frequency of colocalization (< 700 nm away) between *Hspa8* mRNA and *Hsp90aa*, *Hsp90ab*, or *Hsp110* mRNAs in each 25-mm dendrite bin of Ctrl and MG132-stressed primary hippocampal neurons. Simulated data are the average of 100 random simulations of the positions of each detected *Hspa90aa*, *Hspa90ab*, or *Hsp110* mRNA in a specific dendritic bin. Two independent experiments were performed (*n* = 100–200 dendrites total).

**Figure 5:**
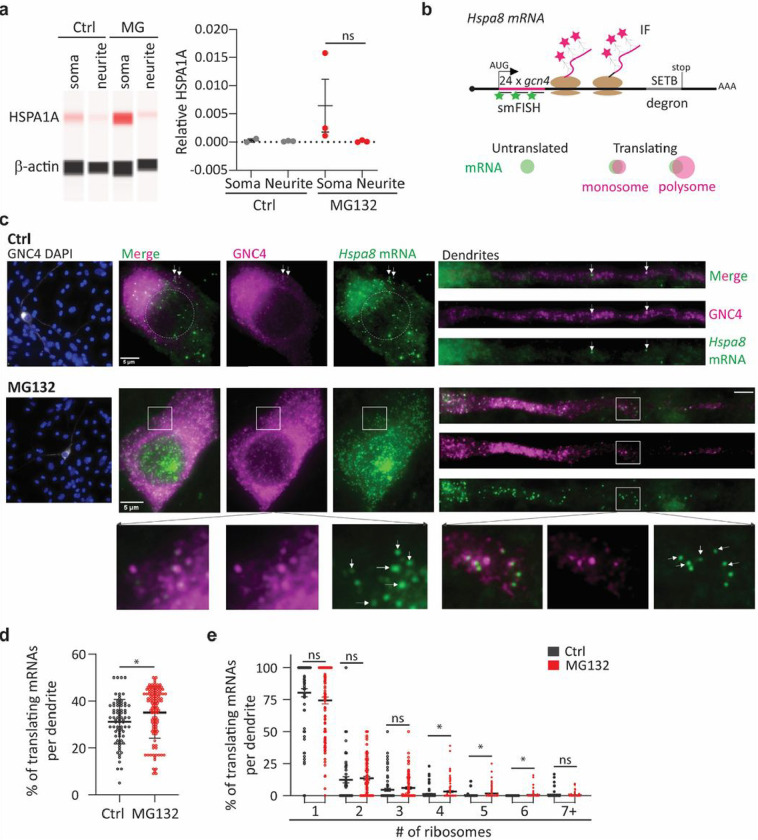
Localized HSP mRNA translation in primary neurons **(a)** Simple Western detection of HSPA1A and b-actin in protein extracts of the somas and neurites of Ctrl and MG132-stressed primary hippocampal neurons. The plot shows the quantification of *Hspa1a*relative to *b-actin*in three independent experiments. **(b)** Schematic of the *Hspa8* single-molecule translational reporter and the IF-smFISH signals expected for untranslated mRNAs and those being translated by a monosome or polysome. Distention among them was based on the intensity of the IF signal colocalizing with the mRNA, which is proportional to the number of nascent peptides produced from an mRNA. **(c)** Representative IF-smFISH images of Ctrl and MG132-stressed primary motor neurons expressing the *Hspa8* single-molecule translational reporter. White arrows indicate translating mRNAs. Squares depict the magnified regions. **(d)** Quantification of the percentage of translated mRNAs per dendrite. Data are the mean ± SD of five independent experiments (*n* = 106–126 dendrites; dots indicate individual dendrites). **(e)** Quantification of nascent peptides colocalizing with translating mRNAs. Dots represent the percentage of mRNAs in the individual dendrites in D being translated by the indicated number of ribosomes. ***, *P* < 0.001; **, *P* < 0.01; *, *P* < 0.05; ns, not significant (by unpaired *t*-test).

**Figure 6:**
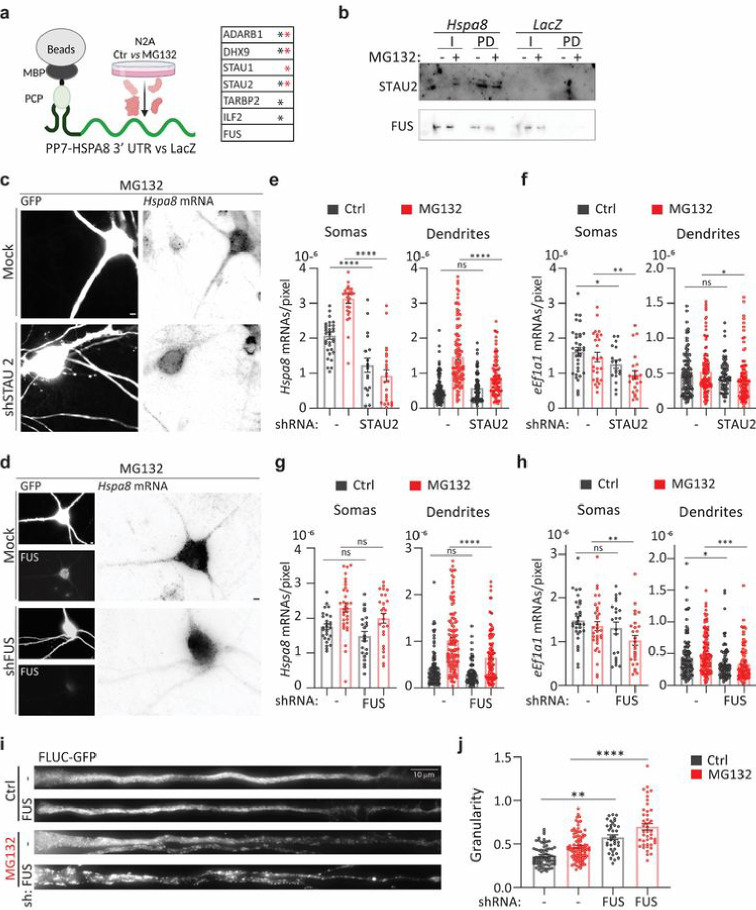
FUS regulates dendritic *Hspa8* mRNA localization and neuronal proteostasis in mouse motor neurons **(a)** Schematic of the pulldown strategy used to identify RBPs binding to the *Hspa8* 3′ UTR, and a table of the RBPs identified as specifically bound to the *HSPA8* 3′ UTR in extracts from Ctrl (black *) and MG132-stressed (red *) N2A cells by MS. **(b)** Pulldown experiments to validate the binding of STAU2 and FUS to the Hspa8 3′ UTR were analyzed by western blot. I, input; PD, pulldown. **(c, d)** Representative images of primary mouse motor neurons expressing GFP (Ctrl) or GFP and shRNAs against STAU2 (**c**) or FUS (**d**). Three days after microinjection, stress was induced with MG132, and HSPA8 mRNA expression was detected by smFISH. Scale bars = 5 mm. **(e-h)** Quantification of the densities of *Hspa8* (**d, g**) and *eEf1a1*(**f, h**) mRNAs per pixel of soma or dendrite area in Ctrl and MG132-stressed motor neurons expressing GFP with and without the indicated shRNA expression plasmids. **(i)** Representative dendrites from Ctrl and MG132-stressed motor neurons expressing the proteostasis reporter plasmid FLUC-GFP with and without FUS knockdown. GFP aggregation is proportional to proteostasis loss. **(j)** Quantification of the GFP signal granularity (the coefficient of variation) in each dendrite in I. Two independent experiments were performed (*n* = 44–96 dendrites).

**Figure 7:**
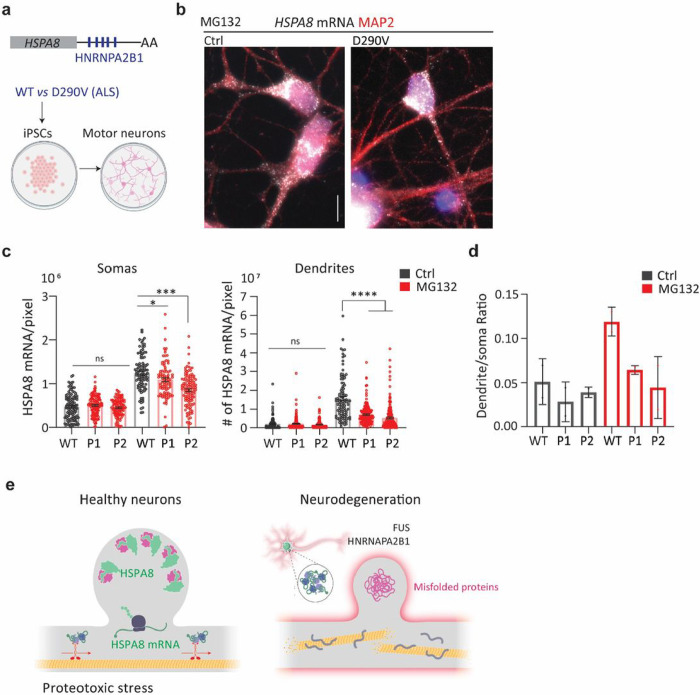
An ALS-associated *HNRAPA2B1* mutation impairs dendritic *HSPA8* mRNA localization in human motor neurons **(a)** Schematic of human HSPA8 mRNAs and the differentiation of iPSCs from healthy and D190V donors into motor neurons. **(b)** IF-smFISH to stain dendrites with an anti-MAP2 antibody and detect HSPA8 mRNAs in MG132-stressed motor neurons differentiated from healthy (WT) donors and patients with ALS carrying the HNRNAPA2B1D290V mutation. Scale bar = 10 mm. **(c)** Quantification of somatic and dendritic HSPA8 mRNAs in Ctrl and MG132-stressed human-derived motor neurons from experiment B. Data are the mean ± SEM of two independent experiments (*n* = 89–121 neurons, individual soma and dendrite values indicated by a dot). Motor neurons differentiated from healthy donors WT and patients (P). ***, *P* < 0.001; **, *P* < 0.01; *, *P* < 0.05; ns, not significant (by unpaired *t*-test). (**d**) Ratio of HSPA8 mRNA per pixel of soma or dendrite area in the MG132-stressed motor neurons analyzed in C. (**e**) Summary of conclusions.

## References

[1] Costa-MattioliM., SossinW. S., KlannE. & SonenbergN. Translational Control of Long-Lasting Synaptic Plasticity and Memory. Neuron 61, 10–26 (2009).19146809 10.1016/j.neuron.2008.10.055PMC5154738

[2] Costa-MattioliM. Translational control of hippocampal synaptic plasticity and memory by the eIF2α kinase GCN2. Nature 436, 1166–1170 (2005).16121183 10.1038/nature03897PMC1464117

[3] HuberK. M., KayserM. S. & BearM. F. Role for Rapid Dendritic Protein Synthesis in Hippocampal mGluR-Dependent Long-Term Depression. Science 288, 1254–1256 (2000).10818003 10.1126/science.288.5469.1254

[4] KangH. & SchumanE. M. A Requirement for Local Protein Synthesis in Neurotrophin-Induced Hippocampal Synaptic Plasticity. Science 273, 1402–1406 (1996).8703078 10.1126/science.273.5280.1402

[5] MillerS. Disruption of Dendritic Translation of CaMKIIα Impairs Stabilization of Synaptic Plasticity and Memory Consolidation. Neuron 36, 507–519 (2002).12408852 10.1016/s0896-6273(02)00978-9

[6] NakanoI. & HiranoA. Atrophic Cell Processes of Large Motor Neurons in the Anterior Horn in Amyotrophic Lateral Sclerosis: Observation with Silver Impregnation Method. J Neuropathol Exp Neurol 46, 40–49 (1987).2432193 10.1097/00005072-198701000-00004

[7] HoffmanP. M., PittsO. M., BilelloJ. A. & CiminoE. F. Retrovirus induced motor neuron degeneration. Rev Neurol (Paris) 144, 676–679 (1988).2852840

[8] PoulopoulosA. Subcellular transcriptomes and proteomes of developing axon projections in the cerebral cortex. Nature 565, 356–360 (2019).30626971 10.1038/s41586-018-0847-yPMC6484835

[9] CagnettaR., FreseC. K., ShigeokaT., KrijgsveldJ. & HoltC. E. Rapid Cue-Specific Remodeling of the Nascent Axonal Proteome. Neuron 99, 29–46.e4 (2018).30008298 10.1016/j.neuron.2018.06.004PMC6048689

[10] HoltC. E., MartinK. C. & SchumanE. M. Local translation in neurons: visualization and function. Nat Struct Mol Biol 26, 557–566 (2019).31270476 10.1038/s41594-019-0263-5

[11] GlockC. The mRNA translation landscape in the synaptic neuropil. 10.1101/2020.06.09.141960 (2020) doi:10.1101/2020.06.09.141960.

[12] YoonY. J. Glutamate-induced RNA localization and translation in neurons. Proc Natl Acad Sci USA 113, E6877–E6886 (2016).27791158 10.1073/pnas.1614267113PMC5098659

[13] Donlin-AspP. G., PolisseniC., KlimekR., HeckelA. & SchumanE. M. Differential regulation of local mRNA dynamics and translation following long-term potentiation and depression. Proc. Natl. Acad. Sci. U.S.A. 118, e2017578118 (2021).33771924 10.1073/pnas.2017578118PMC8020670

[14] RaghuramanR., BenoyA. & SajikumarS. Protein Synthesis and Synapse Specificity in Functional Plasticity. in The Oxford Handbook of Neuronal Protein Synthesis (ed. SossinW. S.) 268–296 (Oxford University Press, 2021). doi:10.1093/oxfordhb/9780190686307.013.16.

[15] StewardO., WallaceC. S., LyfordG. L. & WorleyP. F. Synaptic Activation Causes the mRNA for the IEG Arc to Localize Selectively near Activated Postsynaptic Sites on Dendrites. Neuron 21, 741–751 (1998).9808461 10.1016/s0896-6273(00)80591-7

[16] StewardO. & LevyW. Preferential localization of polyribosomes under the base of dendritic spines in granule cells of the dentate gyrus. J. Neurosci. 2, 284–291 (1982).7062109 10.1523/JNEUROSCI.02-03-00284.1982PMC6564334

[17] KulkarniV. V. Synaptic activity controls autophagic vacuole motility and function in dendrites. Journal of Cell Biology 220, e202002084 (2021).33783472 10.1083/jcb.202002084PMC8020715

[18] BingolB. & SchumanE. M. Activity-dependent dynamics and sequestration of proteasomes in dendritic spines. Nature 441, 1144–1148 (2006).16810255 10.1038/nature04769

[19] SunC. An abundance of free regulatory (19 S) proteasome particles regulates neuronal synapses. Science 380, eadf2018 (2023).37228199 10.1126/science.adf2018

[20] RamachandranK. V. & MargolisS. S. A mammalian nervous-system-specific plasma membrane proteasome complex that modulates neuronal function. Nat Struct Mol Biol 24, 419–430 (2017).28287632 10.1038/nsmb.3389PMC5383508

[21] TorreE. & StewardO. Demonstration of local protein synthesis within dendrites using a new cell culture system that permits the isolation of living axons and dendrites from their cell bodies. J. Neurosci. 12, 762–772 (1992).1545238 10.1523/JNEUROSCI.12-03-00762.1992PMC6576031

[22] RaoA. & StewardO. Evidence that protein constituents of postsynaptic membrane specializations are locally synthesized: analysis of proteins synthesized within synaptosomes. J. Neurosci. 11, 2881–2895 (1991).1880554 10.1523/JNEUROSCI.11-09-02881.1991PMC6575261

[23] LoedigeI. mRNA stability and m6A are major determinants of subcellular mRNA localization in neurons. Molecular Cell 83, 2709–2725.e10 (2023).37451262 10.1016/j.molcel.2023.06.021PMC10529935

[24] DasS., SingerR. H. & YoonY. J. The travels of mRNAs in neurons: do they know where they are going? Current Opinion in Neurobiology 57, 110–116 (2019).30784978 10.1016/j.conb.2019.01.016PMC6650148

[25] DasS., LitumaP. J., CastilloP. E. & SingerR. H. Maintenance of a short-lived protein required for long-term memory involves cycles of transcription and local translation. Neuron 111, 2051–2064.e6 (2023).37100055 10.1016/j.neuron.2023.04.005PMC10330212

[26] SunC. The prevalence and specificity of local protein synthesis during neuronal synaptic plasticity. Sci. Adv. 7, eabj0790 (2021).34533986 10.1126/sciadv.abj0790PMC8448450

[27] FernandopulleM. S., Lippincott-SchwartzJ. & WardM. E. RNA transport and local translation in neurodevelopmental and neurodegenerative disease. Nat Neurosci (2021) doi:10.1038/s41593-020-00785-2.PMC886072533510479

[28] DasS., VeraM., GandinV., SingerR. H. & TutucciE. Intracellular mRNA transport and localized translation. Nat Rev Mol Cell Biol 22, 483–504 (2021).33837370 10.1038/s41580-021-00356-8PMC9346928

[29] RavanidisS., KattanF.-G. & DoxakisE. Unraveling the Pathways to Neuronal Homeostasis and Disease: Mechanistic Insights into the Role of RNA-Binding Proteins and Associated Factors. IJMS 19, 2280 (2018).30081499 10.3390/ijms19082280PMC6121432

[30] RoegiersF. Insights into mRNA transport in neurons. Proc. Natl. Acad. Sci. U.S.A. 100, 1465–1466 (2003).12578967 10.1073/pnas.0630376100PMC149851

[31] DoyleM. & KieblerM. A. Mechanisms of dendritic mRNA transport and its role in synaptic tagging: Mechanisms of dendritic mRNA transport. The EMBO Journal 30, 3540–3552 (2011).21878995 10.1038/emboj.2011.278PMC3181491

[32] KobayashiH., YamamotoS., MaruoT. & MurakamiF. Identification of a *cis* -acting element required for dendritic targeting of activity-regulated cytoskeleton-associated protein mRNA. European Journal of Neuroscience 22, 2977–2984 (2005).16367764 10.1111/j.1460-9568.2005.04508.x

[33] RodriguesE. C., GrawenhoffJ., BaumannS. J., LorenzonN. & MaurerS. P. Mammalian Neuronal mRNA Transport Complexes: The Few Knowns and the Many Unknowns. Front. Integr. Neurosci. 15, 692948 (2021).34211375 10.3389/fnint.2021.692948PMC8239176

[34] HirokawaN., NiwaS. & TanakaY. Molecular Motors in Neurons: Transport Mechanisms and Roles in Brain Function, Development, and Disease. Neuron 68, 610–638 (2010).21092854 10.1016/j.neuron.2010.09.039

[35] DienstbierM., BoehlF., LiX. & BullockS. L. Egalitarian is a selective RNA-binding protein linking mRNA localization signals to the dynein motor. Genes Dev. 23, 1546–1558 (2009).19515976 10.1101/gad.531009PMC2704466

[36] BullockS. L., NicolA., GrossS. P. & ZichaD. Guidance of Bidirectional Motor Complexes by mRNA Cargoes through Control of Dynein Number and Activity. Current Biology 16, 1447–1452 (2006).16860745 10.1016/j.cub.2006.05.055

[37] KieblerM. A. & BassellG. J. Neuronal RNA Granules: Movers and Makers. Neuron 51, 685–690 (2006).16982415 10.1016/j.neuron.2006.08.021

[38] SossinW. S. & DesGroseillersL. Intracellular Trafficking of RNA in Neurons. Traffic 7, 1581–1589 (2006).17054760 10.1111/j.1600-0854.2006.00500.x

[39] ThelenM. P. & KyeM. J. The Role of RNA Binding Proteins for Local mRNA Translation: Implications in Neurological Disorders. Front. Mol. Biosci. 6, 161 (2020).32010708 10.3389/fmolb.2019.00161PMC6974540

[40] LiaoY.-C. RNA Granules Hitchhike on Lysosomes for Long-Distance Transport, Using Annexin A11 as a Molecular Tether. Cell 179, 147–164.e20 (2019).31539493 10.1016/j.cell.2019.08.050PMC6890474

[41] ChuJ.-F., MajumderP., ChatterjeeB., HuangS.-L. & ShenC.-K. J. TDP-43 Regulates Coupled Dendritic mRNA Transport-Translation Processes in Co-operation with FMRP and Staufen1. Cell Reports 29, 3118–3133.e6 (2019).31801077 10.1016/j.celrep.2019.10.061

[42] YasudaK. The RNA-binding protein Fus directs translation of localized mRNAs in APC-RNP granules. Journal of Cell Biology 203, 737–746 (2013).24297750 10.1083/jcb.201306058PMC3857475

[43] UrbanskaA. S. ZBP1 phosphorylation at serine 181 regulates its dendritic transport and the development of dendritic trees of hippocampal neurons. Sci Rep 7, 1876 (2017).28500298 10.1038/s41598-017-01963-2PMC5431813

[44] YoungJ. C., AgasheV. R., SiegersK. & HartlF. U. Pathways of chaperone-mediated protein folding in the cytosol. Nat Rev Mol Cell Biol 5, 781–791 (2004).15459659 10.1038/nrm1492

[45] JayarajG. G., HippM. S. & HartlF. U. Functional Modules of the Proteostasis Network. Cold Spring Harb Perspect Biol 12, a033951 (2020).30833457 10.1101/cshperspect.a033951PMC6942124

[46] SalaA. J., BottL. C. & MorimotoR. I. Shaping proteostasis at the cellular, tissue, and organismal level. J. Cell Biol. 216, 1231–1241 (2017).28400444 10.1083/jcb.201612111PMC5412572

[47] Alagar BoopathyL. R., Jacob-TomasS., AleckiC. & VeraM. Mechanisms tailoring the expression of heat shock proteins to proteostasis challenges. Journal of Biological Chemistry 101796 (2022) doi:10.1016/j.jbc.2022.101796.35248532 PMC9065632

[48] WentinkA. S. Molecular dissection of amyloid disaggregation by human HSP70. Nature 587, 483–488 (2020).33177717 10.1038/s41586-020-2904-6

[49] KampingaH. H. Guidelines for the nomenclature of the human heat shock proteins. Cell Stress and Chaperones 14, 105–111 (2009).18663603 10.1007/s12192-008-0068-7PMC2673902

[50] CampanellaC. Heat Shock Proteins in Alzheimer’s Disease: Role and Targeting. IJMS 19, 2603 (2018).30200516 10.3390/ijms19092603PMC6163571

[51] RosenzweigR., NillegodaN. B., MayerM. P. & BukauB. The Hsp70 chaperone network. Nat Rev Mol Cell Biol 20, 665–680 (2019).31253954 10.1038/s41580-019-0133-3

[52] AbisambraJ. F. Phosphorylation Dynamics Regulate Hsp27-Mediated Rescue of Neuronal Plasticity Deficits in Tau Transgenic Mice. Journal of Neuroscience 30, 15374–15382 (2010).21084594 10.1523/JNEUROSCI.3155-10.2010PMC3073547

[53] GamerdingerM. Protein quality control during aging involves recruitment of the macroautophagy pathway by BAG3. EMBO J 28, 889–901 (2009).19229298 10.1038/emboj.2009.29PMC2647772

[54] LiuQ., LiangC. & ZhouL. Structural and functional analysis of the Hsp70/Hsp40 chaperone system. Protein Science 29, 378–390 (2020).31509306 10.1002/pro.3725PMC6954727

[55] PetrucelliL. CHIP and Hsp70 regulate tau ubiquitination, degradation and aggregation. Human Molecular Genetics 13, 703–714 (2004).14962978 10.1093/hmg/ddh083

[56] KumarP. CHIP and HSPs interact with β-APP in a proteasome-dependent manner and influence Aβ metabolism. Human Molecular Genetics 16, 848–864 (2007).17317785 10.1093/hmg/ddm030

[57] CarraS., SeguinS. J., LambertH. & LandryJ. HspB8 Chaperone Activity toward Poly(Q)-containing Proteins Depends on Its Association with Bag3, a Stimulator of Macroautophagy. J. Biol. Chem. 283, 1437–1444 (2008).18006506 10.1074/jbc.M706304200

[58] ErogluB., MoskophidisD. & MivechiN. F. Loss of Hsp110 Leads to Age-Dependent Tau Hyperphosphorylation and Early Accumulation of Insoluble Amyloid β. MCB 30, 4626–4643 (2010).20679486 10.1128/MCB.01493-09PMC2950521

[59] ChaariA. Molecular chaperones biochemistry and role in neurodegenerative diseases. International Journal of Biological Macromolecules 131, 396–411 (2019).30853582 10.1016/j.ijbiomac.2019.02.148

[60] LindquistS. The Heat-Shock Response. Annu. Rev. Biochem. 55, 1151–1191 (1986).2427013 10.1146/annurev.bi.55.070186.005443

[61] WolffS., WeissmanJ. S. & DillinA. Differential Scales of Protein Quality Control. Cell 157, 52–64 (2014).24679526 10.1016/j.cell.2014.03.007

[62] ParsellD. A. & LindquistS. The Function of Heat-Shock Proteins in Stress Tolerance: Degradation and Reactivation of Damaged Proteins. Annu. Rev. Genet. 27, 437–496 (1993).8122909 10.1146/annurev.ge.27.120193.002253

[63] SuzukiT. Presence of molecular chaperones, heat shock cognate (Hsc) 70 and heat shock proteins (Hsp) 40, in the postsynaptic structures of rat brain. Brain Research 816, 99–110 (1999).9878698 10.1016/s0006-8993(98)01083-x

[64] CoyneA. N. Post-transcriptional Inhibition of Hsc70–4/HSPA8 Expression Leads to Synaptic Vesicle Cycling Defects in Multiple Models of ALS. Cell Reports 21, 110–125 (2017).28978466 10.1016/j.celrep.2017.09.028PMC5679478

[65] KimJ.-K. A spinal muscular atrophy modifier implicates the SMN protein in SNARE complex assembly at neuromuscular synapses. Neuron 111, 1423–1439.e4 (2023).36863345 10.1016/j.neuron.2023.02.004PMC10164130

[66] GorenbergE. L. & ChandraS. S. The Role of Co-chaperones in Synaptic Proteostasis and Neurodegenerative Disease. Front. Neurosci. 11, 248 (2017).28579939 10.3389/fnins.2017.00248PMC5437171

[67] BrownI. R. Heat Shock Proteins at the Synapse: Implications for Functional Protection of the Nervous System. in Heat Shock Proteins and the Brain: Implications for Neurodegenerative Diseases and Neuroprotection (eds. AseaA. A. A. & BrownI. R.) 239–254 (Springer Netherlands, 2008). doi:10.1007/978-1-4020-8231-3_12.

[68] BechtoldD. A. & BrownI. R. Heat shock proteins Hsp27 and Hsp32 localize to synaptic sites in the rat cerebellum following hyperthermia. Molecular Brain Research 75, 309–320 (2000).10686353 10.1016/s0169-328x(99)00323-x

[69] BechtoldD. A., RushS. J. & BrownI. R. Localization of the Heat-Shock Protein Hsp70 to the Synapse Following Hyperthermic Stress in the Brain. Journal of Neurochemistry 74, 641–646 (2001).10.1046/j.1471-4159.2000.740641.x10646515

[70] Gomez-PastorR., BurchfielE. T. & ThieleD. J. Regulation of heat shock transcription factors and their roles in physiology and disease. Nat Rev Mol Cell Biol 19, 4–19 (2018).28852220 10.1038/nrm.2017.73PMC5794010

[71] AnckarJ. & SistonenL. Regulation of HSF1 function in the heat stress response: implications in aging and disease. Annu. Rev. Biochem. 80, 1089–1115 (2011).21417720 10.1146/annurev-biochem-060809-095203

[72] VeraM. The translation elongation factor eEF1A1 couples transcription to translation during heat shock response. eLife 3, e03164 (2014).25233275 10.7554/eLife.03164PMC4164936

[73] VeraM. & SingerR. H. Gene regulation: the HSP70 gene jumps when shocked. Curr. Biol. 24, R396–398 (2014).24845669 10.1016/j.cub.2014.03.070PMC4156153

[74] MiddletonS. A., EberwineJ. & KimJ. Comprehensive catalog of dendritically localized mRNA isoforms from sub-cellular sequencing of single mouse neurons. BMC Biol 17, 5 (2019).30678683 10.1186/s12915-019-0630-zPMC6344992

[75] DasS., LitumaP. J., CastilloP. E. & SingerR. H. Cycles of transcription and local translation support molecular long-term memory in the hippocampus. 10.1101/2021.10.29.466479 (2021) doi:10.1101/2021.10.29.466479.PMC1033021237100055

[76] SeibenhenerM. L. & WootenM. W. Isolation and Culture of Hippocampal Neurons from Prenatal Mice. JoVE 3634 (2012) doi:10.3791/3634.PMC347639922871921

[77] LitumaP. J., SingerR. H., DasS. & CastilloP. E. Real-time imaging of Arc/Arg3.1 transcription ex vivo reveals input-specific immediate early gene dynamics. 10.1101/2021.12.16.472958 (2021) doi:10.1101/2021.12.16.472958.PMC949954436095210

[78] Jacob-TomasS., Alagar BoopathyL. R. & VeraM. Using Single-Molecule Fluorescence Microscopy to Uncover Neuronal Vulnerability to Protein Damage. in Neuronal Cell Death (ed. Jahani-AslA.) vol. 2515 237–254 (Springer US, 2022).10.1007/978-1-0716-2409-8_1535776356

[79] TürkerF., CookE. K. & MargolisS. S. The proteasome and its role in the nervous system. Cell Chemical Biology 28, 903–917 (2021).33905676 10.1016/j.chembiol.2021.04.003PMC8286317

[80] PoonM. M., ChoiS.-H., JamiesonC. A. M., GeschwindD. H. & MartinK. C. Identification of Process-Localized mRNAs from Cultured Rodent Hippocampal Neurons. Journal of Neuroscience 26, 13390–13399 (2006).17182790 10.1523/JNEUROSCI.3432-06.2006PMC6675000

[81] LoveM. I., HuberW. & AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15, 550 (2014).25516281 10.1186/s13059-014-0550-8PMC4302049

[82] BrehmeM. A Chaperome Subnetwork Safeguards Proteostasis in Aging and Neurodegenerative Disease. Cell Reports 9, 1135–1150 (2014).25437566 10.1016/j.celrep.2014.09.042PMC4255334

[83] GergesN. Z. Independent Functions of hsp90 in Neurotransmitter Release and in the Continuous Synaptic Cycling of AMPA Receptors. Journal of Neuroscience 24, 4758–4766 (2004).15152036 10.1523/JNEUROSCI.0594-04.2004PMC6729466

[84] FeminoA. M. Visualization of Single RNA Transcripts in Situ. Science 280, 585–590 (1998).9554849 10.1126/science.280.5363.585

[85] EliscovichC., ShenoyS. M. & SingerR. H. Imaging mRNA and protein interactions within neurons. Proc Natl Acad Sci USA 114, E1875–E1884 (2017).28223507 10.1073/pnas.1621440114PMC5347572

[86] MuellerF. FISH-quant: automatic counting of transcripts in 3D FISH images. Nat. Methods 10, 277–278 (2013).23538861 10.1038/nmeth.2406

[87] ImbertA. FISH-quant v2: a scalable and modular tool for smFISH image analysis. RNA rna.079073.121 (2022) doi:10.1261/rna.079073.121.PMC907490435347070

[88] WefersZ., AleckiC., HuangR., Jacob-TomasS. & VeraM. Analysis of the Expression and Subcellular Distribution of eEF1A1 and eEF1A2 mRNAs during Neurodevelopment. Cells 11, 1877 (2022).35741005 10.3390/cells11121877PMC9220863

[89] SchneiderJ. L. & CuervoA. M. Chaperone-mediated autophagy: dedicated saviour and unfortunate victim in the neurodegeneration arena. Biochemical Society Transactions 41, 1483–1488 (2013).10.1042/BST20130126PMC400025824256241

[90] LackieR. E. The Hsp70/Hsp90 Chaperone Machinery in Neurodegenerative Diseases. Front. Neurosci. 11, 254 (2017).28559789 10.3389/fnins.2017.00254PMC5433227

[91] ChenR. Reactive Oxygen Species Formation in the Brain at Different Oxygen Levels: The Role of Hypoxia Inducible Factors. Front. Cell Dev. Biol. 6, 132 (2018).30364203 10.3389/fcell.2018.00132PMC6192379

[92] Lee, ReggieH. C. Cerebral ischemia and neuroregeneration. Neural Regen Res 13, 373 (2018).29623912 10.4103/1673-5374.228711PMC5900490

[93] YeoE.-J. Hypoxia and aging. Exp Mol Med 51, 1–15 (2019).10.1038/s12276-019-0233-3PMC658678831221957

[94] ResenbergerU. K. The Heat Shock Response Is Modulated by and Interferes with Toxic Effects of Scrapie Prion Protein and Amyloid β. Journal of Biological Chemistry 287, 43765–43776 (2012).23115236 10.1074/jbc.M112.389007PMC3527961

[95] SackmannC. & HallbeckM. Oligomeric amyloid-β induces early and widespread changes to the proteome in human iPSC-derived neurons. Sci Rep 10, 6538 (2020).32300132 10.1038/s41598-020-63398-6PMC7162932

[96] RoyJ., MinottiS., DongL., FiglewiczD. A. & DurhamH. D. Glutamate Potentiates the Toxicity of Mutant Cu/Zn-Superoxide Dismutase in Motor Neurons by Postsynaptic Calcium-Dependent Mechanisms. J. Neurosci. 18, 9673–9684 (1998).9822728 10.1523/JNEUROSCI.18-23-09673.1998PMC6793286

[97] BaasP. W. & LinS. Hooks and comets: The story of microtubule polarity orientation in the neuron. Developmental Neurobiology 71, 403–418 (2011).21557497 10.1002/dneu.20818PMC3151545

[98] QuintyneN. J. Dynactin Is Required for Microtubule Anchoring at Centrosomes. The Journal of Cell Biology 147, 321–334 (1999).10525538 10.1083/jcb.147.2.321PMC2174233

[99] KrichevskyA. M. & KosikK. S. Neuronal RNA Granules. Neuron 32, 683–696 (2001).11719208 10.1016/s0896-6273(01)00508-6

[100] BatishM., Van Den BogaardP., KramerF. R. & TyagiS. Neuronal mRNAs travel singly into dendrites. Proc. Natl. Acad. Sci. U.S.A. 109, 4645–4650 (2012).22392993 10.1073/pnas.1111226109PMC3311338

[101] WuB., EliscovichC., YoonY. J. & SingerR. H. Translation dynamics of single mRNAs in live cells and neurons. Science 352, 1430–1435 (2016).27313041 10.1126/science.aaf1084PMC4939616

[102] YanX., HoekT. A., ValeR. D. & TanenbaumM. E. Dynamics of Translation of Single mRNA Molecules In Vivo. Cell 165, 976–989 (2016).27153498 10.1016/j.cell.2016.04.034PMC4889334

[103] MorisakiT. Real-time quantification of single RNA translation dynamics in living cells. Science 352, 1425–1429 (2016).27313040 10.1126/science.aaf0899

[104] WangC., HanB., ZhouR. & ZhuangX. Real-Time Imaging of Translation on Single mRNA Transcripts in Live Cells. Cell 165, 990–1001 (2016).27153499 10.1016/j.cell.2016.04.040PMC4905760

[105] ShelkovnikovaT. A. Chronically stressed or stress-preconditioned neurons fail to maintain stress granule assembly. Cell Death Dis 8, e2788–e2788 (2017).28492545 10.1038/cddis.2017.199PMC5520719

[106] GamarraM., de la CruzA., Blanco-UrrejolaM. & BaleriolaJ. Local Translation in Nervous System Pathologies. Front. Integr. Neurosci. 15, 689208 (2021).34276318 10.3389/fnint.2021.689208PMC8279726

[107] Heraud-FarlowJ. E. Staufen2 Regulates Neuronal Target RNAs. Cell Reports 5, 1511–1518 (2013).24360961 10.1016/j.celrep.2013.11.039

[108] KöhrmannM. Microtubule-dependent Recruitment of Staufen-Green Fluorescent Protein into Large RNA-containing Granules and Subsequent Dendritic Transport in Living Hippocampal Neurons. MBoC 10, 2945–2953 (1999).10473638 10.1091/mbc.10.9.2945PMC25535

[109] SephtonC. F. Activity-dependent FUS dysregulation disrupts synaptic homeostasis. Proc. Natl. Acad. Sci. U.S.A. 111, (2014).10.1073/pnas.1406162111PMC422611225324524

[110] SévignyM. FUS contributes to mTOR-dependent inhibition of translation. Journal of Biological Chemistry 295, 18459–18473 (2020).33082139 10.1074/jbc.RA120.013801PMC7939483

[111] ShiihashiG. Dendritic Homeostasis Disruption in a Novel Frontotemporal Dementia Mouse Model Expressing Cytoplasmic Fused in Sarcoma. EBioMedicine 24, 102–115 (2017).28928015 10.1016/j.ebiom.2017.09.005PMC5652009

[112] ImperatoreJ. A., McAninchD. S., Valdez-SinonA. N., BassellG. J. & MihailescuM. R. FUS Recognizes G Quadruplex Structures Within Neuronal mRNAs. Front. Mol. Biosci. 7, 6 (2020).32118033 10.3389/fmolb.2020.00006PMC7018707

[113] IshigakiS. & SobueG. Importance of Functional Loss of FUS in FTLD/ALS. Front. Mol. Biosci. 5, 44 (2018).29774215 10.3389/fmolb.2018.00044PMC5943504

[114] FujiiR. The RNA Binding Protein TLS Is Translocated to Dendritic Spines by mGluR5 Activation and Regulates Spine Morphology. Current Biology 15, 587–593 (2005).15797031 10.1016/j.cub.2005.01.058

[115] BlumenstockS. Fluc-EGFP reporter mice reveal differential alterations of neuronal proteostasis in aging and disease. EMBO J 40, (2021).10.15252/embj.2020107260PMC848855534410010

[116] ButtiZ. & PattenS. A. RNA Dysregulation in Amyotrophic Lateral Sclerosis. Front. Genet. 9, 712 (2019).30723494 10.3389/fgene.2018.00712PMC6349704

[117] MartinezF. J. Protein-RNA Networks Regulated by Normal and ALS-Associated Mutant HNRNPA2B1 in the Nervous System. Neuron 92, 780–795 (2016).27773581 10.1016/j.neuron.2016.09.050PMC5123850

[118] MarkmillerS. Persistent mRNA localization defects and cell death in ALS neurons caused by transient cellular stress. Cell Reports 36, 109685 (2021).34496257 10.1016/j.celrep.2021.109685PMC11341010

[119] KrachF. Aberrant NOVA1 function disrupts alternative splicing in early stages of amyotrophic lateral sclerosis. Acta Neuropathol 144, 413–435 (2022).35778567 10.1007/s00401-022-02450-3PMC9381448

[120] CuervoA. M. & DiceJ. F. Age-related Decline in Chaperone-mediated Autophagy. Journal of Biological Chemistry 275, 31505–31513 (2000).10806201 10.1074/jbc.M002102200

[121] BlatnikA. J. & Macleod BurghesA. H. An Hspa8 variant is a shocking modifier of spinal muscular atrophy in mice. Neuron 111, 1349–1350 (2023).37141858 10.1016/j.neuron.2023.03.025

[122] YagiH., TakabayashiT., XieM.-J., KurodaK. & SatoM. Subcellular distribution of non-muscle myosin IIb is controlled by FILIP through Hsc70. PLoS ONE 12, e0172257 (2017).28234934 10.1371/journal.pone.0172257PMC5325215

[123] KabashiE. Gain and loss of function of ALS-related mutations of TARDBP (TDP-43) cause motor deficits in vivo. Human Molecular Genetics 19, 671–683 (2010).19959528 10.1093/hmg/ddp534

[124] TradewellM. L. Arginine methylation by PRMT1 regulates nuclear-cytoplasmic localization and toxicity of FUS/TLS harbouring ALS-linked mutations. Human Molecular Genetics 21, 136–149 (2012).21965298 10.1093/hmg/ddr448

[125] BatulanZ. High threshold for induction of the stress response in motor neurons is associated with failure to activate HSF1. J. Neurosci. 23, 5789–5798 (2003).12843283 10.1523/JNEUROSCI.23-13-05789.2003PMC6741252

[126] KutaR. Depending on the stress, histone deacetylase inhibitors act as heat shock protein co-inducers in motor neurons and potentiate arimoclomol, exerting neuroprotection through multiple mechanisms in ALS models. Cell Stress and Chaperones 25, 173–191 (2020).31900865 10.1007/s12192-019-01064-1PMC6985055

[127] KieranD. Treatment with arimoclomol, a coinducer of heat shock proteins, delays disease progression in ALS mice. Nat Med 10, 402–405 (2004).15034571 10.1038/nm1021

[128] ElliottE. Therapeutic Targeting of Proteostasis in Amyotrophic Lateral Sclerosis—a Systematic Review and Meta-Analysis of Preclinical Research. Front. Neurosci. 14, 511 (2020).32523508 10.3389/fnins.2020.00511PMC7261930

[129] CampisiJ. From discoveries in ageing research to therapeutics for healthy ageing. Nature 571, 183–192 (2019).31292558 10.1038/s41586-019-1365-2PMC7205183

[130] SelkoeD. J. Alzheimer’s Disease Is a Synaptic Failure. Science 298, 789–791 (2002).12399581 10.1126/science.1074069

[131] SmithD. L., PozuetaJ., GongB., ArancioO. & ShelanskiM. Reversal of long-term dendritic spine alterations in Alzheimer disease models. Proc. Natl. Acad. Sci. U.S.A. 106, 16877–16882 (2009).19805389 10.1073/pnas.0908706106PMC2743726

[132] GoreA. Somatic coding mutations in human induced pluripotent stem cells. Nature 471, 63–67 (2011).21368825 10.1038/nature09805PMC3074107

[133] StineW. B., DahlgrenK. N., KrafftG. A. & LaDuM. J. In Vitro Characterization of Conditions for Amyloid-β Peptide Oligomerization and Fibrillogenesis. Journal of Biological Chemistry 278, 11612–11622 (2003).12499373 10.1074/jbc.M210207200

[134] AroraA., GoeringR., LoH.-Y. G. & TaliaferroJ. M. Mechanical Fractionation of Cultured Neuronal Cells into Cell Body and Neurite Fractions. Bio-protocol 11, e4048–e4048 (2021).34250214 10.21769/BioProtoc.4048PMC8250387

[135] Alagar BoopathyL. R. The ribosome quality control factor Asc1 determines the fate of HSP70 mRNA on and off the ribosome. Nucleic Acids Research gkad338 (2023) doi:10.1093/nar/gkad338.PMC1032590537158240

How the deposited data were processed for this re-analysis (not part of the article)

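RNA was measured in 12 libraries of mouse hippocampal neurons grown in Transwell inserts, 3 each from Ctrl somas, Ctrl neurites, MG132 somas and MG132 neurites. MG132 was given at 10 μM for 7 h. The paper gives 17 days in culture, and the sample labels give 17 or 18. The deposited values are whole-number read counts per gene. The authors made these counts on usegalaxy.org. They removed adaptors and reads of low quality with Trimmomatic, aligned trimmed single-end reads to mm10 with STAR at default parameters, counted reads per gene with featureCounts at default parameters, and tested for differences with DESeq2. The strand setting and the handling of reads that align to several places are not stated beyond the default parameters. The counts include no normalization and no filter on genes, and each library was a column of its own.

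The libraries list the same genes. Symbols and GRCm38 coordinates came from the RefSeq annotation, and transcript sequences from GENCODE M21. Group, treatment and replicate number came from the sample labels. The replicate numbers are shared by the 4 groups, and the pairing used here rests on these numbers, which also follow the dates carried in the names of the libraries except for 1 MG132 neurites library. Each of the 66 pairs of libraries was checked for identical counts, and none was found. Same-numbered libraries correlated in their deviations from the group means by 0.0972 to 0.248 for single pairs of groups and numbers.

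Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with low counts were left out with edgeR's filterByExpr by group, which kept 14185 genes. Libraries were scaled with TMM factors, and 1 quasi-likelihood model with 4 group means was fitted over all 12 libraries. The contrasts were MG132 against Ctrl in somas, the same in neurites, neurites against somas in Ctrl and in MG132 neurons, and the interaction, which is the difference between the neurites and somas responses. P-values were adjusted over all tested genes by the Benjamini-Hochberg method. A call needed an adjusted p under 0.01 and an absolute log2 fold change above 1.7. Standard errors were computed as the absolute log2 fold change divided by the square root of edgeR's F statistic. A fold against a group in which each library had at most 3 counts was computed against 3 counts and is given as a lower bound.

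The genes named in the text are those the paper names in its RNA-seq results, plus, for each contrast between groups and for the interaction, the 3 called genes with the largest positive and the 3 with the largest negative log2 fold change from edgeR that changed the same way in all 3 same-numbered pairs and had a mean of at least 1 CPM. The comparison of MG132 neurites with MG132 somas was read from the same model for named genes. The chaperone list of 279 genes was made from family names and the names in Fig. 1e, since the authors' own list was not used here, and a narrower list of core families held 93 genes. The chaperone lists, the model, the thresholds and the naming rule were set before the data were examined, as were the alternatives, apart from the culture block and the alternatives for the ratios of MG132 neurites to MG132 somas, both described in the closing section. The reads of a gene were considered uncertain where windows of 75 bases of its longest transcript also occur in transcripts of other genes. This measure was added after the counts had been analysed.

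The alternatives were DESeq2 size factors in edgeR, total counts without TMM factors, DESeq2 in place of edgeR, no count filter, a filter of at least 10 counts in every library, only the libraries of the groups compared, the replicate number as a block, each library left out in turn, an unadjusted p under 0.01, an adjusted p under 0.05, a threshold of 1.7-fold on the linear scale, and the core families alone. Matched random lists, 10000 for each test, were drawn from tested genes with the same expression, or the same expression and response, as the list tested.

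The model was tested on simulated data with the same library sizes and spread, in which 200 genes were changed. Recovery was counted at an adjusted p under 0.01 without a threshold on the fold. A log2 change of 1 was recovered for 0% of genes in somas, 0.5% in neurites and 0% in the interaction. A change of 2 was recovered for 65.5%, 55.5% and 33.5%, and a change of 3 for 78.5%, 78.5% and 66.5%. Between 0 and 4 unchanged genes were called in each of these simulations. The matched lists were checked apart from these simulated counts, on random values drawn independently for each gene. Of 100 random lists of unchanged genes, 97% fell in the middle 95% of matched lists. Of 20 lists whose genes were raised by 2 SD, 0% did. The chaperone list's median difference was 0.16, against an SD over tested genes of 0.86. Real genes are also correlated, so this check does not bear on a shift of that size. With 3 libraries per group, the median standard error of a log2 fold change was 0.36 in somas and 0.36 in neurites, and 0.51 for the interaction. Libraries of a group differed by more than counting noise, with a chi-square per degree of freedom of 24.0 to 216 for pairs of libraries. Gene ontology terms, smFISH, protein and imaging data were not analysed here.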

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

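The tests of scaling, library size and read number for *Mmp10* and *Il19* were chosen only after both increases were seen.

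*Mmp10* and *Il19*, which the paper does not discuss, gave signal with MG132 in a fraction whose Ctrl libraries had none. In somas, *Mmp10* had 0 counts in each of the 3 Ctrl libraries and 38 to 83 counts in the MG132 libraries (7.41 ± 7.86 CPM), at least 25.5-fold higher (edgeR adjusted p = 0.00326). It was higher in 3 of 3 pairs. The increase was called with the replicate block (edgeR adjusted p = 2.35e-05) and not called in 4 of the 6 fits that left out 1 library. In neurites the increase was not called (edgeR adjusted p = 0.0644), and the difference between fractions was not called either (edgeR adjusted p = 0.738). The neurites increase came mostly from 1 library. In replicate order, the MG132 neurites libraries had 0.456, 5.61 and 0.355 CPM of *Mmp10*, so its lower bound of 3.93-fold rests on that library. In neurites, *Il19* had 0 counts in each Ctrl library and 37 to 354 counts in the MG132 libraries (15.8 ± 7.23 CPM), at least 29.0-fold higher (edgeR adjusted p = 2.50e-04), in 3 of 3 pairs. It also rose in somas, by 5.74 on the log2 scale (edgeR adjusted p = 5.85e-04).

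Technical explanations were tested where the counts allow it. Under the other 2 scalings, the smallest log2 fold change edgeR gave was 9.26 for *Mmp10* in somas and 9.81 for *Il19* in neurites. These values rest on the small count that edgeR adds where a group has 0 counts, so the lower bounds above are the sizes to read. After each library was thinned to 4247600 counts, they were 8.10 and 9.03. A count of 0 stays 0 under any scaling and after thinning, so these 4 values could not have come out otherwise and do not bear on scaling or library size. Too few reads in the Ctrl libraries did not account for the zeros, since after thinning each MG132 library kept at least 16 counts of *Mmp10* in somas and 24 of *Il19* in neurites. Of the 75-base windows of the longest transcript, 3.94% of *Mmp10* and 0% of *Il19* also occur in transcripts of other genes. Gene length and GC content were not tested for *Mmp10* and *Il19*. RNA of cells other than neurons was not separated from neuronal RNA in these libraries, so it was not tested which cells the *Mmp10* and *Il19* RNA came from, and the increases may come from a change in such cells. An effect of MG132 on transcription of *Mmp10* and *Il19* remains a hypothesis.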

How the results depend on the processing

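The culture block, a block for each treatment and replicate number, was added as an alternative only after its calls were seen, the alternatives for the ratios of MG132 neurites to MG132 somas were chosen after seeing the data, and the splits of the libraries were set before the results they test.

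Scaling on total counts gave 104 genes higher and 450 lower in Ctrl neurites, and 6 chaperone genes increased only in neurites and 1 only in somas. It moved the median log2 value of all tested genes from -0.039 to -0.70 for Ctrl neurites against somas, from -0.082 to -0.86 for MG132 neurites against somas, from -0.16 to -0.30 for MG132 in neurites and from -0.039 to -0.15 for the interaction. DESeq2 gave 644 genes decreased in somas, 539 decreased in neurites, 115 lower in Ctrl neurites, and 21 log2 fold changes higher and 8 lower in neurites than in somas. Without a count filter, 91 genes were lower in Ctrl neurites and 17 chaperone genes increased only in neurites. With at least 10 counts in every library, 188 genes increased in somas, 216 increased in neurites and 29 were lower in Ctrl neurites, and 7 chaperone genes increased only in neurites. The replicate block gave 88 genes lower in Ctrl neurites, and 14 log2 fold changes higher and 7 lower in neurites.

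With an unadjusted p under 0.01, 552 genes decreased in somas and 507 in neurites, 131 were lower in Ctrl neurites, and 132 log2 fold changes were higher and 144 lower in neurites. With an adjusted p under 0.05, 603 genes decreased in somas, 545 decreased in neurites and 113 were lower in Ctrl neurites. At 1.7-fold on the linear scale, 1276 genes increased and 792 decreased in somas, 1312 increased and 772 decreased in neurites, and 872 were higher and 181 lower in Ctrl neurites. That threshold also gave 55 chaperone genes increased in both fractions and 9 only in somas. In the core families alone, 4 chaperone genes increased only in neurites and 1 only in somas. The culture block gave 16 log2 fold changes higher and 11 lower in neurites. The cause of the split on total counts in Ctrl neurites is examined under other observations, where leaving out the 11 most abundant genes gave 47.1%. The cause of the others was not tested.

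Across the fits that each left out 1 library, the genes decreased in somas ranged from 218 to 313, the genes lower in Ctrl neurites from 19 to 65, and the chaperone genes increased only in neurites from 9 to 19 and only in somas from 1 to 3. The remaining summary counts stayed within 1.5 times the main count when 1 library was left out, and the interaction gave 0 calls in each of these fits. In the main analysis, 474 and 526 genes had an unadjusted p under 0.05 for the interaction. The odds ratios of heat shock protein genes kept their direction and their significance under all 16 alternatives run for each. Of the genes decreased in somas, DESeq2 shared 344 and the replicate block 340 of the 345, and of those decreased in neurites 311 and 301 of the 311.

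Of 1598 alternative values for 111 results on single genes, 1516 kept their direction and their side of the threshold on p, 54 were no longer past it, 11 came past it and 17 changed sign. On total counts the *Stip1* difference between neurites and somas was -0.072, the *Actb* ratio of Ctrl neurites to somas was -0.095, and the ratios of MG132 neurites to somas were -0.37 for *Hspa8*, -0.28 for *Hsp90aa1* and -0.60 for *Hsph1*. Leaving out 1 library moved the *Camk2a* change from -0.80 to 0.17 in somas and from -0.86 to 0.21 in neurites, and its difference between fractions from -0.55 to 0.52, with values of 0.38, 0.19, 0.20 and 0.10 in other such fits. It moved the *Dnajb5* change in neurites from -0.012 to 0.56 and its difference from -0.59 to 0.080, and the *Txnrd1* difference from -0.0067 to 0.64. None of these results was past the threshold on p in the main analysis, and the cause was not tested. The 11 values that came past the threshold were the *Ptges3* change in neurites with DESeq2, the *Camk2a* and *Actb* ratios in Ctrl neurons with the replicate block, and, in MG132 neurons, the *Hspa1a* ratio on total counts, the *Hsp90aa1* ratio with the replicate block and the *Hsp90ab1* ratio under 6 alternatives.

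Each comparison has 10 splits of its 6 libraries, and 4 of them part all 3 same-numbered pairs as the real grouping does. The other 6 keep 2 pairs together and part 1. In somas, 1 of the 4 splits, the real one, gave as many as 644 called genes, and the other 3 gave 0. In neurites, 1 of the 4 splits gave as many as 657 called genes, and for Ctrl neurites against somas 1 of the 4 gave as many as 349. The other 3 gave 0 calls in each. For the interaction under the culture block, 1 of the 4 splits gave as many as 1659 genes with an unadjusted p under 0.05, against 183 to 439 in the other 3 and at most 807 in the splits that part 1 pair. The real split gave 27 called genes and the other 3 gave 0, but 1 of the 6 splits that part 1 pair gave 11. With 4 splits the share cannot fall under 0.05, so chance cannot be ruled out by this count alone. In simulated data with 200 changed genes, the interaction recovered 0% of log2 changes of 1, 33.5% of changes of 2 and 66.5% of changes of 3. The absence of calls thus leaves differences of 1 open, and differences of 2 or 3 in single genes. It argues against differences of 2 or 3 in a set as large as the 200 genes simulated.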

Differences from the paper's values

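No test of a cause was made for these differences. Fig. 1b shows about 660 genes decreased by MG132 in somas, read by eye, against 345 here. Of the alternatives set before the data were examined, those within 1.5 times the figure's value were DESeq2 (644), the replicate block (505), an unadjusted p under 0.01 (552), an adjusted p under 0.05 (603) and 1.7-fold on the linear scale (792). Those that were not were DESeq2 size factors in edgeR (399), total counts (321), no count filter (418), 10 counts in every library (233), only the groups compared (344), and each of the 6 fits without 1 library (218 to 313). For neurites, Fig. 1b shows about 470 decreased genes, read by eye, against 311 here. The alternatives within 1.5 times were DESeq2 size factors in edgeR (344), total counts (366), DESeq2 (539), no count filter (327), the replicate block (440), an unadjusted p under 0.01 (507) and an adjusted p under 0.05 (545). Those that were not were 1.7-fold on the linear scale (772), 10 counts in every library (226), only the groups compared (214) and the 6 fits without 1 library (220 to 309). Increased genes were 299 in somas and 346 in neurites here, against about 330 and 370 read from the figure. They left the range of 1.5 times at 1.7-fold on the linear scale (1276 and 1312) and with 10 counts in every library (188 and 216).

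The paper states about 50M paired-ends per sample, while the median library here held 7.84M reads counted on genes. These are different measures, and none of the alternatives bears on them.

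The paper states that β-actin mRNA was unchanged with MG132, while here the *Actb* log2 fold change was -1.27 in somas and -1.66 in neurites, negative under each alternative. The paper describes P23 as enriched in projections upon stress, while *Ptges3* was called only in somas, and its difference between fractions was -0.58 (edgeR adjusted p = 0.922). In neurites DESeq2 gave *Ptges3* an adjusted p of 0.00939 at a log2 fold change of 1.36, under the fold threshold. Fig. 1e lists *Dnajb9* for neurites, while here it was called in both fractions. It was called only in neurites with DESeq2, with DESeq2 size factors in edgeR, on total counts and with at least 10 counts in every library. *Tcp1*, the reading used here for another name in the neurites list, was called in neither fraction (0.83 and 1.04), and in both at 1.7-fold on the linear scale. *Ttc1*, another possible reading noticed after the data were seen, was called only in neurites. The paper describes the genes of that list as increased specifically in projections, while all 11 also rose in somas with an adjusted p under 0.01 (5 of the 11 on total counts).

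The paper names CRYAB as the chaperone mRNA enriched in the soma, while here *Cryab* and *Ptges3* were both called only in somas (the *Ptges3* call was lost on total counts and in 5 of the 6 fits without 1 library), and the *Cryab* response did not pass the test of a difference between fractions (edgeR adjusted p = 0.478). The paper names HSPA1A for the soma and HSPA8 for the projections, while neither response differed between fractions past the threshold (edgeR adjusted p = 0.959 for *Hspa1a* and 0.662 for *Hspa8*), with a difference of 0.40 for *Hspa1a* (standard error 0.67, positive in 1 of 3 pairs). The *Hspa1a* ratio of MG132 neurites to MG132 somas was -0.62, lower in neurites in 3 of 3 pairs as the paper describes, without passing the threshold on p (edgeR adjusted p = 0.201, or 0.0217 with the replicate block). It passed on total counts (-1.47, edgeR adjusted p = 0.00372), an alternative chosen after seeing the values. The paper describes *Hspa8*, *Hsp90aa1* and *Hsph1* mRNAs as enriched in dendrites after MG132 by smFISH, and this as agreeing with its RNA-seq. Here all 3 rose with MG132 in neurites (2.58, 2.54 and 3.42) and were called, as the paper describes. Their ratios of MG132 neurites to MG132 somas were positive without passing the threshold on p (edgeR adjusted p = 0.0965, 0.0751 and 0.506), and only *Hsp90aa1* passed it with the replicate block (0.00604), also chosen after seeing the values. On total counts all 3 ratios were negative. The paper describes the induction of DNAJB1 in somas as lower than that of the HSPs, while the *Dnajb1* log2 fold change of 4.15 was above those of 4 of the 5 HSPs. In CPM, *Dnajb1* rose from 14.5 to 259 in somas, below the MG132 level of each of the 5 HSPs (lowest *Hspa8*, at 556). The order thus depends on the measure, and the paper counted transcripts by smFISH. The paper names CAMKII and β-actin mRNAs as localized to dendrites in Ctrl neurons. Here both were higher in neurites without passing the threshold on p (edgeR adjusted p = 0.104 and 0.0575), and both passed it with the replicate block (7.56e-06 and 0.00519).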

Other observations

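The tests of the microglial and astrocyte markers, of the split between higher and lower genes in Ctrl neurites, of RNA carried over from somas, and of length, GC content, library size, scaling, shared sequence and the genes of Fig. 1e for the chaperone list, and the tests of the 8 listed genes called only in neurites, were chosen only after the results they address were seen.

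MG132 lowered marker genes of glial cells. With TMM scaling, all 8 microglial markers fell in both fractions, with a median log2 fold change of -1.40 in somas and -1.63 in neurites, 3 and 5 of them with an adjusted p under 0.01. The scaling did not account for it, since the median closest to 0 over 3 scalings and both fractions was -1.40. A general fall of genes expressed at this level did not either, since the median lay at percentile 0.01 of matched lists in somas, and after thinning to equal library sizes it was -1.42. If a loss of microglia alone had lowered these genes, the markers would have fallen by similar amounts. In somas their SD was 3.99 times the median standard error, but this rests on *Cx3cr1* (-5.77 in somas and -5.88 in neurites). Without it the SD was 1.46 times the median standard error in somas and 1.98 times in neurites, where *P2ry12* fell most among the other 7 (-2.57 in somas and -3.55 in neurites). Whether a loss of microglia accounts for the other 7 markers thus remains open, and it does not account for the size of the *Cx3cr1* fall. All 8 astrocyte markers (median -1.13 in somas and -0.83 in neurites, 5 and 3 of them with an adjusted p under 0.01) and all 9 markers of the oligodendrocyte lineage (-1.40 and -1.88, 3 and 4) fell as well. Of the 9 neuronal markers, 9 were lower in somas and 7 in neurites, by smaller amounts (medians -0.19 and -0.18), and 0 of them had an adjusted p under 0.01. With the replicate block, an adjusted p under 0.01 was reached in somas and neurites by 7 and 7 microglial, 7 and 6 astrocyte and 7 and 6 oligodendrocyte lineage markers, and by 0 and 1 neuronal markers, *Snap25* in neurites (-0.60, edgeR adjusted p = 0.00442). A lower share of glial RNA after MG132 remains a hypothesis, and its cause may be cell death or lower transcription, which the counts cannot tell apart.

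*Gfap*, an astrocyte gene, was higher in Ctrl neurites than in Ctrl somas by 3.18 on the log2 scale (edgeR adjusted p = 2.28e-05, 3 of 3 pairs). More RNA of astrocytes of every kind in neurites would raise the other astrocyte markers too, but these 7 genes had a median of -0.095, at percentile 16.1 of matched lists. They did not move together. *Slc1a2* (1.01, edgeR adjusted p = 0.00506) and *Aldh1l1* (1.18, edgeR adjusted p = 0.0116) were higher in neurites and *Gja1* (-1.09, edgeR adjusted p = 0.00512) was lower, each in 3 of 3 pairs and with an adjusted p under 0.01 under the replicate block, so more RNA of some astrocytes or of their processes is not excluded. The *Gfap* ratio was 2.52 on total counts, 3.19 after a correction for gene length and 3.23 after one for GC content. A candidate explanation is *Gfap* RNA in astrocyte processes that pass through the pores, which was not tested. *Mbp* was also higher in neurites, by 2.89 (edgeR adjusted p = 0.0401, or 3.04e-10 with the replicate block).

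Of the genes called between Ctrl neurites and Ctrl somas, 86.2% were higher in neurites. On total counts the share was 18.8%, so the split depends on the scaling of the libraries. The 11 genes that each exceed 1% of a library held 29.8% to 63.3% of the counts. When these genes were left out of the total counts, 47.1% of the calls (160 of them higher and 180 lower) were higher in neurites, so they account for part of the shift between scalings. The share was 88.3% after a correction for gene length, 86.5% after one for GC content and 87.3% after thinning to equal library sizes. Which scaling comes closest to the RNA per cell could not be told from the counts.

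The 11 genes that Fig. 1e lists for neurites had a median difference of 0.53, at percentile 11.8 of lists drawn from the 130 genes outside the chaperone list that were called only in neurites. This comparison does not bear on selection, since 3 of the 11 were not called only in neurites. The other 8 had a median of 0.59, at percentile 23.3 of such lists. All 8 and all 130 had a positive difference, so selection by the threshold is a candidate explanation for the larger response of these 8 genes.

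The whole chaperone list was made from family names and the names in Fig. 1e, and it includes *Psmc* and *Ttc* genes. Its median difference of 0.16 lay at percentile 100.0 of 10000 lists matched on expression and response, whose median was 0.0019. After corrections for gene length and GC content and after thinning to equal library sizes, the percentile was 100.0 each time, with medians of 0.17, 0.16 and 0.15. The length and GC corrections moved the differences of single genes by an SD of 0.072 and 0.11. They moved those of the chaperone genes by medians of 0.0016 and -0.017, against a list median of 0.16. For this list, these values argue against gene length or GC content, as corrected for here, as the source of the median difference. On total counts the percentile was also 100.0, though the median difference was 0.036. Without the genes of Fig. 1e, which the paper had picked on these data, the percentile of the remaining 220 genes was 100.0 and their median 0.15, with 141 positive differences. In the 194 chaperone genes with under 1% of shared windows it was 99.99, with a median of 0.15 and 123 positive differences, and 52 genes had more shared windows. The percentile was 99.6 for the core families and 92.7 for the heat shock protein families. In the main model 0 of the chaperone genes passed the test on their own (20 higher and 6 lower at an unadjusted p under 0.05). The replicate block and the culture block each called *Canx*, and DESeq2 called *Canx* and *Dnajb11*. A somewhat higher log2 fold change of chaperone mRNAs in neurites may be present, but genes of a list are not independent, and RNA of glial cells was not excluded. This remains a hypothesis.

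RNA carried over from somas was examined for *Hspa1a*. In MG132 cultures its log2 ratio of neurites to somas was -0.62 (standard error 0.32), against a median of -1.78 for 8 nuclear RNAs (range -1.95 to -0.80), of which 4 were lower in neurites with an adjusted p under 0.01, or 8 with the replicate block. The *Hspa1a* ratio exceeded that median by 1.16, but it lay within its standard error of the highest nuclear RNA. Cytoplasmic RNA of somas may also be carried over more than nuclear RNA, so *Hspa1a* RNA located in neurites cannot be told apart from carry-over.

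Although the interaction gave no calls, DESeq2 called 29 genes, the replicate block 21 and the culture block, chosen after seeing the data, 27. A split of the cultures that does not follow treatment gave 11 calls under the culture block, so part of the 27 may be chance. The calls shared by all 3 were 8 genes, named after their values were seen. *Canx*, *Pnn*, *Dhrs1*, *Ssb* and the gene listed as Entrez 100041948 had a higher log2 fold change in neurites than in somas, by 1.03, 1.32, 1.39, 1.34 and 1.96, and *Ubqln1*, *Naa50* and *Setd7* a lower one, by -1.10, -1.11 and -1.32. A higher value is not always a larger response. *Dhrs1* and Entrez 100041948 fell in somas (-1.65 and -1.80) and changed little in neurites (-0.26 and 0.16), while *Setd7* fell more in neurites (-1.59) than in somas (-0.27). Without a block, their edgeR adjusted p ranged from 0.328 to 0.414. None of the genes listed in Fig. 1e was among the calls of any of the 3, and the smallest adjusted p of a Fig. 1e gene was 0.0914 with DESeq2, 0.0813 with the replicate block and 0.0481 with the culture block.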
